# Gene Expression Patterns in Roots of *Camelina sativa* With Enhanced Salinity Tolerance Arising From Inoculation of Soil With Plant Growth Promoting Bacteria Producing 1-Aminocyclopropane-1-Carboxylate Deaminase or Expression the Corresponding *acdS* Gene

**DOI:** 10.3389/fmicb.2018.01297

**Published:** 2018-06-27

**Authors:** Zohreh Heydarian, Margaret Gruber, Bernard R. Glick, Dwayne D. Hegedus

**Keywords:** *Camelina sativa*, salinity tolerance, 1-aminocyclopropane-1-carboxylate deaminase, plant growth promoting bacteria, transgenic plants

## Abstract

*Camelina sativa* treated with plant growth-promoting bacteria (PGPB) producing 1-aminocyclopropane-1-carboxylate deaminase (acdS) or transgenic lines expressing *acdS* exhibit increased salinity tolerance. AcdS reduces the level of stress ethylene to below the point where it is inhibitory to plant growth. The study determined that several mechanisms appear to be responsible for the increased salinity tolerance and that the effect of acdS on gene expression patterns in *C. sativa* roots during salt stress is a function of how it is delivered. Growth in soil treated with the PGPB (*Pseudomonas migulae* 8R6) mostly affected ethylene- and abscisic acid-dependent signaling in a positive way, while expression of *acdS* in transgenic lines under the control of the broadly active CaMV *35S* promoter or the root-specific *rolD* promoter affected auxin, jasmonic acid and brassinosteroid signaling and/biosynthesis. The expression of genes involved in minor carbohydrate metabolism were also up-regulated, mainly in roots of lines expressing *acdS*. Expression of *acdS* also affected the expression of genes involved in modulating the level of reactive oxygen species (ROS) to prevent cellular damage, while permitting ROS-dependent signal transduction. Though the root is not a photosynthetic tissue, acdS had a positive effect on the expression of genes involved in photosynthesis.

## Introduction

The ability of *Camelina sativa* (camelina) to grow on marginal lands which are not well-suited for food crops has piqued interest in its development as an industrial oilseed crop for biofuels, bio-lubricants, and animal feed (Blackshaw et al., 2011; Li and Mupondwa, 2014). Moreover, camelina exhibits better agronomic properties, such as enhanced drought and some degree of salinity and cold tolerance, displays early maturation and requires fewer inputs than other oilseed crops, like soybean and canola (Vollmann et al., 1996; Zubr, 2003; Steppuhn et al., 2010). Camelina is also naturally resistant to diseases, such as blackspot (Sharma et al., 2002), blackleg (Li et al., 2005), and stem rot (Eynck et al., 2012), as well as insect pests, such as the flea beetle and diamondback moth (Deng et al., 2002; Henderson et al., 2004; Soroka et al., 2014), that afflict canola.

A genome triplication event was proposed to have given rise to the contemporary *C. sativa* genome (Hutcheon et al., 2010); an assumption supported by genome sequencing (Kagale et al., 2014). Highly undifferentiated polyploidy and little fractionation bias in the *C. sativa* genome presents significant challenges for breeding and genetic manipulation (Kagale et al., 2014; Kanth et al., 2015; Poudel et al., 2015). This situation necessitates exploration of alternate strategies for trait improvement in camelina. One such approach for improving salt tolerance is the application of plant growth-promoting bacteria (PGPB) that are found in association with plant roots (rhizospheric) or within plant tissues (endophytic) (Bacon and Hinton, 2006; Ali et al., 2012), and facilitate plant growth under unfavorable conditions (Glick, 2015). Some PGPB produce 1-aminocyclopropane-1-carboxylate deaminase (acdS). This enzyme converts the ethylene precursor 1-aminocyclopropane-1-carboxylate (ACC) to α-ketobutyrate and ammonia which promotes plant growth, especially during stress conditions thereby reducing the level of stress ethylene to below the point where it is inhibitory to growth (Glick, 1995, 2012; Singh et al., 2015). AcdS has no known function in bacteria; however, its expression in plants or treatment with PGPB strains producing acdS enhances root growth at high salt concentrations in canola, wheat, tomato, barley and red pepper enhances root growth at high salt concentrations (Glick, 1995; Gamalero and Glick, 2015; Olanrewaju et al., 2017; Singh and Jha, 2017; Tavares et al., 2018). In camelina, transgenic lines expressing *acdS* or plants treated with PGPB producing acdS exhibit increased salinity tolerance (Heydarian et al., 2016).

This study examined how gene expression patterns in roots responding to salt stress were affected by the expression of *acdS* under the control of broadly constitutive (CaMV *35S*) or root-specific (*rolD*) promoters in transgenic lines, or by growth in soils treated with PGPB producing acdS.

## Materials and Methods

### Bacterial Strains

Several PGPB that were tested previously for their ability to increase salinity tolerance in camelina (Heydarian et al., 2016) were examined, namely the rhizosphere-associated *Pseudomonas* sp. UW4 (Duan et al., 2013) and two root endophytes, *Pseudomonas migulae* 8R6 and *P. fluorescens* YsS6 (Rashid et al., 2012). Two *acdS* mutant endophytic strains, 8R6M and YsS6M, were also tested (Ali et al., 2014).

### acdS Vector Construction and Plant Transformation

*Camelina sativa* cv. DH55 lines expressing the *acdS* gene from *P.* sp. UW4 under the control of either the double cauliflower mosaic virus (CaMV) *35S* promoter or the *rolD* promoter from *Agrobacterium rhizogenes* were constructed previously (Heydarian et al., 2016).

### PGPB and Salt Treatment

Seeds were sown in soil-less potting mixture (Stringham, 1971). NaCl solutions at 192 and 213 mM were prepared to obtain solutions with electrical conductivities (EC) of 15 dSm^-1^ and EC 20 dSm^-1^ at 20°C, respectively. Bacteria were cultured for 24 h in tryptic soy broth (TSB) containing 100 μg ml^-1^ ampicillin for wild-type strains or 100 μg ml^-1^ ampicillin and 10 μg ml^-1^ tetracycline for the *acdS* mutant strains (Ali et al., 2012). Bacterial cultures were centrifuged at 4,000 ×*g* and resuspended to an OD_600__nm_ = 0.50 ± 0.02 in 0.03 M MgSO_4_. Soil was inoculated with either 2 ml of PGPB or 2 ml of 0.03 M MgSO_4_ (control) at the time of sowing and again 1 week after sowing. 50 ml of tap water (EC 1,248 μSm^-1^) was applied daily to each pot and replaced with 50 ml of saline solution (EC 15 or EC 20 dSm^-1^) 7 and 19 days after sowing for RNA extraction and root measurement, respectively. The accumulation of salt in the pots was controlled by draining and the EC of the drained water was measured weekly. Root material to be measured was harvested 21 days after the initial salt treatment (40-day-old plants) just as plants began to flower at which time the length and dry weights were recorded.

### RNA Sequencing and Data Analysis

Total RNA was extracted from root tissue of three biological replicates for each of the control, *35S::acdS, rolD::acdS* and *P. migulae* 8R6 treatment (12 samples in total) from 28-day-old plants (21 days after salt treatment began and before plants started to bolt) exposed to 15 dSm^-1^ NaCl and from non-stressed plants using the RNeasy Plant Mini Kit (Qiagen Inc.). cDNA libraries were prepared using the TruSeq Stranded mRNA and Total RNA Library Prep kits with TruSeq LT adaptors (Illumina Inc.). The tagged libraries were sequenced using a HiSeq 2500 (Illumina Inc.).

The short-read sequence data from the 12 libraries were deposited in the NCBI GEO database (GSE103720). Trimmomatic (Bolger et al., 2014) was used to discard low-quality reads, trim adaptor sequences, eliminate low quality nucleotides at the beginning or end of the read (PHRED33 quality score of less than 3), and discard short reads (under 21 nt). The retained high-quality reads were mapped to the *C. sativa* reference genome [release 100 (JFZQ00000000.1; Kagale et al., 2014)] and to transcripts available in the NCBI database using STAR RNA-seq aligner (Dobin et al., 2013). Expression levels for each gene were measured as counts (Yaish et al., 2015). For each gene, normalization for library size was performed by dividing the counts by the library size following the method described by Anders and Huber (2010) to yield counts per million (CPM) reads. Further normalization was performed using DESeq to approximate a negative binomial distribution. The differential expression analysis of digital gene expression data software (edgeR) was used to calculate changes in expression between libraries (Robinson and Oshlack, 2010). The Biological Coefficient of Variation (BCV) value was set to 2 according to the software’s instructions. Expression changes were declared to be significant if the multiple test corrected *p*-value and the false discovery rate (FDR) were ≤ 0.05 and the absolute value of log 2 CPM was higher than 0.8. MAPMAN software was used to assign Gene Ontology (GO) terms to unigenes based on molecular function, biological processes and cellular compartment (Klie and Nikoloski, 2012).

### Quantitative Droplet Digital PCR (ddPCR) Analysis

Quantitative ddPCR was performed to compare the expression profiles of select genes as determined by RNA-Seq analysis. Total RNA was extracted from roots of three independent biological replicates (control, *35S::acdS, rolD::acdS* and *P. migulae* 8R6 treatment) using the RNeasy Plant Mini kit (Qiagen) and cDNA synthesized using the SuperScript III First-Strand Synthesis kit (Thermo Fisher Scientific). One ng of cDNA was added to the PCR reaction mixture with 2 X Supermix (Bio-Rad), 10 μM of each primer and 3.25 nM of each probe in a final volume of 20 μl. The sequences of the primers and probes can be found in Supplementary Table S1. Data were analyzed using Quanta-Soft version 1.7.4.0917 (Bio-Rad) and the relative ratio of the candidate gene expression was calculated relative to the expression of an *actin* reference gene by plotting the concentration of FAM over the HEX labeled probe according to the Bio-Rad dd PCR application guide.

### Statistical Analysis

Plant growth measurements were expressed as the mean ± standard error for each treatment. Significant differences between treatments were determined by variance analysis (ANOVA) with a *p*-value of ≤0.05 and pair-wise comparisons were conducted using the Tukey’s Studentized Range (HSD) test using SAS Software 9.3 (TS1M2).

## Results and Discussion

### Root Growth

In a previous study, it was demonstrated that camelina lines expressing *acdS* or treated with PGPB were more tolerant to a salt mixture that simulated naturally saline soils found on the Canadian/North American prairies (Heydarian et al., 2016). The current study used NaCl at the same EC values as this provided for better comparision to most other published studies on salinity tolerance which use only NaCl. As per our previous study with the simulated saline solution, inoculation of soil with PGPB increased salt (NaCl) tolerance in *C. sativa*, in particular with the endophytic 8R6 and YsS6 strains. This was not observed with bacteria in which the *acdS* gene had been disrupted and was most noticeable at the higher salt concentration (20 dSm^-1^) (**Figure 1**). Expression of the *acdS* gene under the direction of either the *rolD* or *35S* promoters in transgenic lines improved salt tolerance at both salt concentrations tested.

**FIGURE 1:**
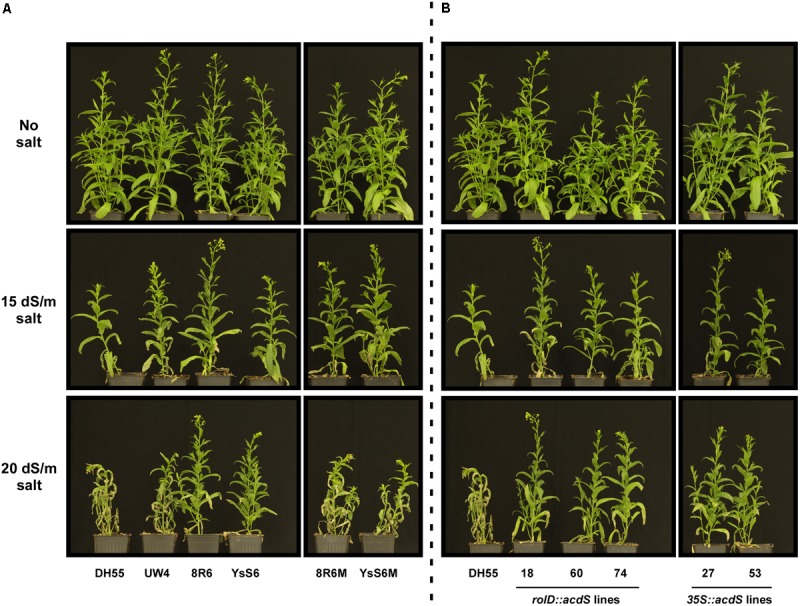
The effect of treatment of soil with PGPB or expression of *acdS* on the growth of *Camelina sativa* in the absence or presence of NaCl (15 and 20 dSm^-1^). **(A)** Soil was treated with buffer (control), *Pseudomonas putida* UW4, *P. migulae* 8R6 or its *acdS-* mutant 8R6M, *P. fluorescens* YsS6 or its *acdS-* mutant YsS6M. **(B)** Lines tested include wild-type *C. sativa* DH55 or independent, single insert, homozygous transgenic lines expressing the *acdS* gene under the control of the root-specific *rolD* promoter or the constitutive CaMV *35S* promoter. Salt was applied 20 days after sowing.

In the absence of salt, root length was not significantly affected in the *acdS* transgenic lines; however, the application of PGPB (*P*. sp. UW4 or *P. fluorescens*YsS6) to the soil increased root length significantly (**Figure 2**). Root dry weight was not affected by *acdS* expression or PGPB treatment in the absence of salt. Root dry weight decreased as salt (NaCl) concentration increased; however, the decline in root weight was significantly less in plants expressing *acdS* under the *rolD* promoter at the 15 and 20 dSm^-1^ salt levels. Root weight was also less severely affected in plants treated with the endophytic PGPB strains (8R6 and YsS6) at 15 dSm^-1^ salt, but not so with the corresponding *acdS-* mutants.

**FIGURE 2:**
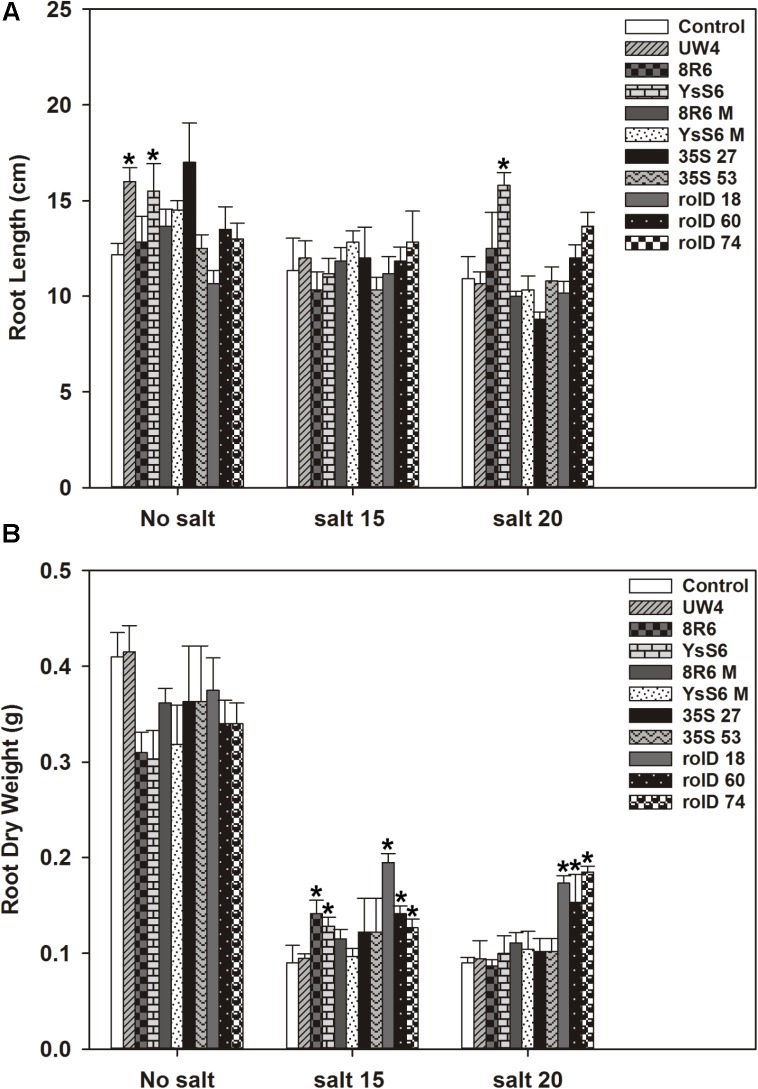
The effect of *acdS* expression or growth in soil inoculated with *P. migulae* 8R6 on root length **(A)** and dry weight **(B)** of *C. sativa* in presence of salt (NaCl; 15 and 20 dSm^-1^). Soil was treated with buffer (control), *P*. sp. UW4, *P. migulae* 8R6 or its *acdS* mutant 8R6M, *P. fluorescens* YsS6 or its *acdS* mutant YsS6M. Transgenic lines tested were single insert, homozygous lines expressing the *acdS* gene under the control of the root-specific *rolD* promoter or the constitutive CaMV *35S* promoter. Salt was applied 19 days after sowing and root material harvested 20 days afterward. Error bars indicate standard error (*n* = 10). A two- way ANOVA and Tukey post-test were used to detect significant differences between groups. Asterisks (^∗^) above bars indicate values that were significantly different (*p* < 0.05) from the control.

Root biomass is generally less affected by excess salinity than above-ground structures (Munns and Tester, 2008). Rewald et al. (2011) found that while the fine root biomass of both salt-sensitive and salt-resistant olive varieties was significantly reduced under saline conditions, the decrease in root biomass was greater in the salt-sensitive variety. In camelina, lines expressing *acdS*, in particular those using the *rolD* promoter, exhibited less decline in root length and weight under conditions that mimicked natural saline soil (Heydarian et al., 2016).

### Global Changes in Camelina Transcription in Response to Salt Treatment

To further explore the effect of acdS on the response of camelina to salinity stress, the root transcriptome of the wild-type DH55 line was compared to lines expressing *acdS* under the control of the constitutive CaMV *35S* or the root-specific *rolD* promoters when grown under saline conditions. 

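Root RNA was sequenced from 28-day-old plants of 4 groups with 3 biological replicates each, 12 libraries in all. The groups were the wild-type DH55 line as the control, the *35S::acdS* line, the *rolD::acdS* line, and DH55 plants grown in soil treated with *P. migulae* 8R6, an endophytic bacterium that makes ACC deaminase, the enzyme encoded by *acdS*. All 4 groups received 192 mM NaCl (15 dS/m) for 21 days, so every comparison is between treatments under salt and none is between salt and no salt. The authors trimmed the reads with Trimmomatic, aligned them to the camelina genome with STAR, and gave expression as CPM, read counts scaled by the reads of the library, which stand in the data as whole numbers. The number of reads behind each library is unknown. Summed over genes, the values were 938888, 891862 and 918165 in the control libraries, 917332, 887898 and 947036 in the *P. migulae* 8R6-treated libraries, 902240, 913361 and 894793 in the *35S::acdS* libraries, and 918333, 895940 and 901992 in the *rolD::acdS* libraries. Of 49932 genes, 48099 had at least 1 CPM in at least 3 libraries and were tested with limma on log2(CPM + 0.5), all groups in one fit. A gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change above 0.8. Group values below are the mean CPM ± SD with n = 3 libraries, and a log2 fold change is the treated group minus the control. Because the values are whole numbers and 0.5 was added before the logarithm, fold changes of genes at a few CPM come out smaller than the ratio of their means, and no fold change is given where a group is at 0 throughout. An exact permutation test of 3 against 3 libraries cannot go below p = 0.1. By chance, the libraries of 2 groups would not overlap in 10% of genes if no values were equal. Libraries of the same group correlated at a Pearson's r of 0.938 to 0.974 across genes (median 0.959 over 12 pairs), and libraries of different groups at 0.922 to 0.976 (median 0.952 over 54 pairs). For 7 of the 12 libraries, the most similar library belonged to another group. Genes do not count as independent replicates in these correlations. The level of the *acdS* transcript itself was not analysed here.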

In roots, the expression of the *acdS* gene as based on RNA-Seq data was 40 times higher under the control of the CaMV *35S* promoter than under the *rolD* promoter. Roots from plants treated with *P. migulae* 8R6 were also examined under the same conditions. Both of the endophytic PGPB strains (8R6 and YsS6) improved salt tolerance and reduced the impact of salt on root growth. 8R6 was selected for this experiment as it had a slightly greater protective effect on shoot and root growth under simulated natural saline conditions as determined previously (Heydarian et al., 2016).

In total, 31 genes were up-regulated and 22 genes were down-regulated in roots from plants treated with *P. migulae* 8R6, while 112 genes were up-regulated and 147 genes were down-regulated in the *35S::acdS* line, and 114 genes were up-regulated and 32 genes were down-regulated in the *rolD::acdS* line (FDR ≤ 0.05 and expression >1.7-fold; Supplementary Table S2) in the presence of salt compared to the wild-type line cv. 

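The genes that the paper lists moved in the listed direction in these roots wherever they could be tested, which was the case for 45 genes in the *P. migulae* 8R6-treated roots, 238 in the *35S::acdS* roots and 131 in the *rolD::acdS* roots. The study chose these genes on the same libraries, so their shared direction is not independent evidence. One of the genes that were higher in both transgenic lines was Csa18g035240, annotated as a stress up-regulated Nod 19-like gene, at 15.7 ± 8.50 CPM in *35S::acdS* roots, 9.67 ± 1.53 CPM in *rolD::acdS* roots and 1.33 ± 0.577 CPM in the control (SD, n = 3). Its log2 fold change was 3.02 in *35S::acdS* and 2.50 in *rolD::acdS* (adjusted p = 0.141 and 0.442 from limma). The libraries of the treated group and the control did not overlap for 36 of the listed genes in *P. migulae* 8R6-treated roots, 205 in *35S::acdS* roots and 108 in *rolD::acdS* roots, which the choice of the genes on these libraries favours. With limma over all genes, 0 genes were called higher and 0 lower in *P. migulae* 8R6-treated roots (2604 at an unadjusted p under 0.05), and 0 and 0 in *35S::acdS* roots (3427). With independent libraries, 2405 genes at an unadjusted p under 0.05 would be met by chance in each comparison. Other splits of the same libraries gave up to 5794 such genes for *P. migulae* 8R6-treated, 4282 for *35S::acdS* and 4909 for *rolD::acdS* roots against the control. In *rolD::acdS* roots, 2 genes fell and 0 rose (3299 at an unadjusted p under 0.05). Both, Csa11g007100 and Csa20g039340, were at 1 CPM in each control library and at 0 in each *rolD::acdS* library (adjusted p = 0.0345), and neither call stood with a pseudocount of 1, after median-of-ratios scaling or with noise within the rounding of the values. Adjusted over the list alone, 36, 197 and 101 of the genes that the paper lists passed in *P. migulae* 8R6-treated, *35S::acdS* and *rolD::acdS* roots.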

DH55 (**Figure 3**). Of these, 18 genes were assigned to *C. sativa* Genome I, 19 genes to Genome II, and 16 genes to Genome III in the *P. migulae* 8R6-treated plants. In the *35S::acdS* line, 82 genes were assigned to Genome I, 79 genes to Genome II and 94 genes to Genome III, while in the *rolD::acdS* line, 48 genes were assigned to Genome I, 37 genes to Genome II and 60 genes to Genome III. 

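The assignment of single genes to the 3 genomes was not used here, and the genes were instead counted by chromosome, which the gene identifier names. Among the tested genes that the paper lists for *35S::acdS*, 19 lay on chromosome 5, which is 8.12% of those on chromosomes against 4.94% of all tested genes. This was the smallest p among the 20 chromosomes in that line (Fisher's exact test, two-sided, adjusted p = 0.657). For *rolD::acdS*, chromosome 12 held 11 of the listed genes, 8.53% against 4.56% (adjusted p = 0.934), and for *P. migulae* 8R6-treated roots chromosome 18 had the smallest p (adjusted p = 0.861). No chromosome passed this test in any of the 3 comparisons. The 2 genes called in *rolD::acdS* roots, Csa11g007100 and Csa20g039340, lie on chromosomes 11 and 20.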

In the *35S::acdS* line, approximately 15% more genes were differentially regulated on Genome III in response to salinity stress than on the other two genomes. However, in the *rolD::acdS* line, the number of differentially regulated genes was about 20% greater on Genome I and 40% greater on Genome III compared to Genome II in response to salinity stress. Further evidence for partial genome partitioning was found by examining the expression of homeologous genes. In roots of plants treated with *P. migulae* 8R6, 6 differentially expressed homeologous genes (15%) were assigned to 2 genomes, while only 3 homeologous genes (7.5%) were assigned to all three genomes with the remainder being assigned to only 1 genome (ca. 80%). 

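In the *P. migulae* 8R6-treated roots, the only set of 3 camelina genes with one *A. thaliana* ortholog on the paper's list encodes calcium-binding EF-hand proteins, which sense calcium. Csa10g015600 averaged 13.7 ± 6.66 against 3.33 ± 1.53 CPM in the control (SD, n = 3), Csa11g016920 23.3 ± 14.0 against 7.67 ± 2.08 CPM and Csa12g024640 17.7 ± 7.51 against 7 ± 1 CPM. Their log2 fold changes were 1.82, 1.36 and 1.19 (adjusted p = 0.874, 0.874 and 0.874 from limma). In *35S::acdS* roots the first replicate was far above the other two for the same genes, as in Csa10g015600 with 30, 3 and 4 CPM. By ortholog, the listed genes formed 31 single genes, 3 pairs and 1 set of 3. None of these genes passed the test over all genes.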

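Sets of 3 camelina genes with a single *A. thaliana* ortholog are on the paper's lists for both transgenic lines. Within *35S::acdS* roots, the genes for NIM1-interacting 2, a partner of the salicylic acid co-activator NPR1, averaged 5 ± 1 against 13.3 ± 2.08 CPM in the control for Csa04g011120 (SD, n = 3), 11.3 ± 0.577 against 21 ± 2 CPM for Csa06g005460 and 11 ± 2 against 25.3 ± 5.13 CPM for Csa09g009080. Within *rolD::acdS* roots, arginine decarboxylase 2, an enzyme of polyamine synthesis, averaged 500 ± 127 against 197 ± 18.3 CPM for Csa10g007430, 106 ± 34.5 against 53.7 ± 6.43 CPM for Csa11g007220 and 191 ± 41.6 against 91.3 ± 12.9 CPM for Csa12g008880. The log2 fold changes were -1.34, -0.86 and -1.16 in *35S::acdS*, and 1.32, 0.94 and 1.05 in *rolD::acdS* (adjusted p from 0.369 to 0.516 and 0.694 for each, limma). All 3 decarboxylase genes passed in *rolD::acdS* when adjusted over the list alone, as chosen by the study and so not independent evidence, and 0 and 0 passed in *P. migulae* 8R6-treated and *35S::acdS* roots (0 and 0 at an unadjusted p under 0.05). Tested directly in the same way, 2 of the 3 genes were lower in *35S::acdS* and 3 in *P. migulae* 8R6-treated than in *rolD::acdS* roots. The genes listed for *35S::acdS* formed 125 single genes, 24 pairs and 7 sets of 3 by ortholog, and those listed for *rolD::acdS* 75, 12 and 7. The 2 between the lines became 0 without *35S::acdS* replicate 1 or 2 or *rolD::acdS* replicate 3.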

In the *35S::acdS* line, 46 genes (23%) were assigned to two genomes and 21 genes (10%) to all three genomes, while in the *rolD::acdS* line, 26 genes (21%) were assigned to 2 genomes and 21 genes (17%) were assigned to all 3 genomes.

**FIGURE 3:**
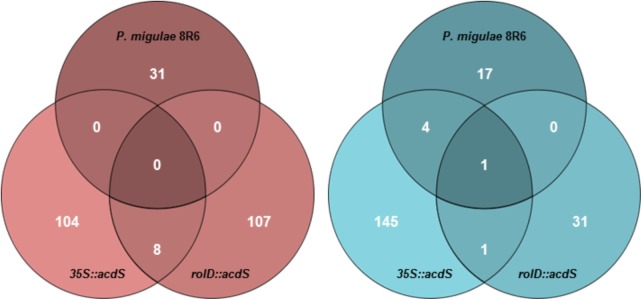
Venn diagrams depicting the number of genes that were differentially expressed in roots of *C. sativa* lines expressing *acdS* under the control of the root-specific *rolD* promoter or the constitutive CaMV *35S* promoter or treated with *P. migulae* 8R6 in the presence of salt. Up-regulated **(left-hand panel)** and down-regulated **(right-hand panel)** genes in roots 28-day-old plants treated with salt (NaCl; 15 dSm^-1^) for 3 weeks. Genes with an FDR and *P*-value ≤ 0.05 and an absolute value of log 2 FC higher than 0.8 were considered significant.

Interestingly, in roots of plants over-expressing *acdS* under the CaMV *35S* promoter, Csa07G019240 from Genome II was down-regulated, while its homeolog Csa05G053740 from Genome III was up-regulated. These genes are orthologous to *Arabidopsis thaliana* AT1G58200 which encodes an MSCS-like 3 transmembrane transporter involved in ion transport and plastid organization. 

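The gene pair for MSCS-like 3, a mechanosensitive ion channel of the plastid envelope, had fold changes of opposite sign in *35S::acdS* roots, and neither passed the test over all genes. Csa07g019240 averaged 2 ± 0 CPM in *35S::acdS* roots and 4 ± 1 CPM in control roots (SD, n = 3), a log2 fold change of -0.82 (adjusted p = 0.372 from limma). Csa05g053740 averaged 9.33 ± 2.31 CPM in *35S::acdS* roots and 4.33 ± 1.15 CPM in control roots, a log2 fold change of 1.03 (adjusted p = 0.332). All *35S::acdS* libraries lay below the control for the first gene and above it for the second. In the *rolD::acdS* line the log2 fold changes were 0.22 and 0.22, and in *P. migulae* 8R6-treated roots -0.50 and -0.19. Of the pairs listed for *35S::acdS* and tested, this was the only one with opposite directions.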

Changes in the expression of AT1G58200 were observed in response to osmotic stress and seedlings of an MSCS-like 3 mutant (*ms-l 3*) exhibited several hallmarks of drought or salinity stress under non-stressful conditions (Wilson et al., 2014). The only gene that was commonly regulated by all treatments was Csa09g083890 (protein with an unknown function) which was down-regulated 14- (*rolD::acdS*) to 100-fold (*35S::acdS* and *P. migulae* 8R6-treated). To validate the RNA-Seq results, a select group of differentially expressed genes (both up- and down-regulated) were selected for quantititive dd PCR analysis (Supplementary Figure S1). The expression profiles of the genes as examined by both methods were highly similar. A complete annotation of the genes that were differentially expressed in roots of these lines can be found in Supplementary Table S2 and are discussed in more detail below. Gene expression heat maps superimposed on MAPMAN GO pathways are provided Supplementary Figure S2.

### Functional Classification of Systems and Biochemical Pathways Affected by Salt Treatment

The key to salt tolerance in plants is to successfully balance osmotic adjustment, ion requirements, the energy pool and the amount of Na^+^ entering or effluxing from root cells in order to maintain a low Na^+^:K^+^ ratio in the cytosol (Redwan et al., 2016). To achieve this, many different processes need to be integrated to remove or compartmentalize excesss ions, to synthesize organic osmolytes to maintain osmotic balance, and to provide sufficient energy for plant growth and seed production. Below, the response of camelina roots to salinity stress and how this may have been altered/enhanced by expression of *acdS* or treatment with PGPB as inferred from gene expression data is examined.

#### Carbon and Energy Metabolism

##### Photosynthesis

Though not a photosynthetic tissue, genes encoding proteins involved in aspects of photosynthesis are expressed in roots and are repressed under stress, which in the case of phosphate deficiency leads to sustained root growth (Kang et al., 2014). In the current study, Csa14g024950 (chlorophyllase 1) was down-regulated 16-fold after salt treatment in roots of plants treated with *P. migulae* 8R6 compared to the control. This enzyme is involved in chlorophyll degradation and expression of the corresponding gene is induced rapidly by methyl-jasmonate, a known promoter of senescence and chlorophyll degradation (Zhou et al., 2008; TAIR database). 

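The gene for chlorophyllase 1, Csa14g024950, was near the detection limit in all groups. Its control libraries stood at 1, 1 and 0 CPM and the *P. migulae* 8R6-treated libraries at 0, 0 and 0 CPM, so no fold change can be given (adjusted p = 0.874 from limma). The *35S::acdS* libraries were at 0, 0 and 0 CPM and the *rolD::acdS* libraries at 1, 0 and 2 CPM. In control replicate 3 the gene was listed at 0 as well, so the libraries of the groups overlap.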

During salt stress, genes related to photosystems I and II were up-regulated in roots of plants expressing *acdS* compared to the control. For example, Csa04G046670 and Csa05G020850 (homeologs corresponding to *A. thaliana* AT2G34420 in photosystem II) and Csa06G029390 (corresponding to *A. thaliana* AT3G54890 in photosystem I) were up-regulated threefold in *35S::acds* roots, while Csa01g026130 (chlorophyll A–B binding family protein) was up-regulated sixfold in *rolD::acdS* roots. 

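The transcripts of the chlorophyll-binding proteins, which collect light for the photosystems, were scarce in these roots. In the *35S::acdS* line Csa04g046670 averaged 4.33 ± 2.52 against 1.33 ± 0.577 CPM in the control (SD, n = 3), Csa05g020850 5 ± 3.61 against 1.67 ± 0.577 CPM and Csa06g029390 2 ± 1 against 1 ± 0 CPM, with log2 fold changes of 1.30, 1.17 and 0.65 (adjusted p = 0.643, 0.643 and 0.652 from limma). The *35S::acdS* replicates were spread, as in Csa05g020850 with 2, 4 and 9 CPM, and for Csa06g029390 *35S::acdS* replicate 1 equals the control. Csa01g026130 was listed at 0 in every control library and at 1, 1 and 2 CPM in the *rolD::acdS* libraries (adjusted p = 0.694). Of the 4 genes of this list, 2 were higher in *35S::acdS* and 1 in *rolD::acdS* when adjusted over the list alone, a list chosen by the study on these libraries and not independent evidence. In *P. migulae* 8R6-treated roots 0 passed (0 at an unadjusted p under 0.05). Leaving out single libraries, the 2 in *35S::acdS* became 0 without control replicate 1, 2 or 3 or *35S::acdS* replicate 2 or 3.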

In other studies, palm (*Phoenix dactylifera* L.) exposed to salinity stress also exhibited changes in the expression of genes involved in photosynthesis in roots (Yaish et al., 2017). Why these genes are expressed in roots at all, why their expression is altered in response to stress and how this impacts salinity tolerance requires further investigation.

##### Carbohydrate metabolism

Three of the six genes that were commonly up-regulated in *35S::acdS* and *rolD::acdS* roots (Csa16G005800, Csa06G020990, and Csa05G091890) (Supplementary Table S2) are involved in balancing cellular sugar levels (Hanson et al., 2008; Wohlbach et al., 2008). 

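The genes named here belong to the dark-inducible genes, which are switched on when sugar runs short. Csa05g091890, a glycosyl hydrolase, averaged 34 ± 20.0 CPM in *35S::acdS* and 34.7 ± 17.5 CPM in *rolD::acdS* roots against 6.67 ± 3.06 CPM in the control (SD, n = 3), and its homeolog Csa16g005800 28 ± 18.2 and 32 ± 11.1 against 8.33 ± 3.06 CPM. Csa06g020990, a glutamine-dependent asparagine synthase, averaged 36.7 ± 29.7 and 27.3 ± 12.0 against 9.67 ± 3.21 CPM. Log2 fold changes were 2.21, 1.58 and 1.65 in *35S::acdS* and 2.24, 1.89 and 1.41 in *rolD::acdS* (adjusted p from limma between 0.381 and 0.541, and between 0.694 and 0.710). Of the 8 dark-inducible genes tested, 5 rose in *35S::acdS* and 5 in *rolD::acdS* when adjusted over the list alone, which is not independent evidence because the study chose them here, and 0 in *P. migulae* 8R6-treated roots (0 at an unadjusted p under 0.05). Between the lines, 0 and 0 were higher and lower in *35S::acdS* than in *rolD::acdS* by limma (1 and 0 at an unadjusted p under 0.05). The count in *rolD::acdS* came to 2 without control replicate 2 or 3 or *rolD::acdS* replicate 3 and 3 without control replicate 1 or *rolD::acdS* replicate 2.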

Another encodes an enzyme involved in pantothenate (vitamin B5) synthesis (Csa04g065150), the key precursor for the biosynthesis of coenzyme A (CoA), which is important for the synthesis and metabolism of proteins, carbohydrates, and fats (Costaglioli et al., 2005; Leonardi and Jackowski, 2007).

In general, the expression of genes involved in major carbohydrate metabolism/synthesis was reduced as a consequence of salinity stress. However, the expression of the genes involved in minor carbohydrate metabolism, such as raffinose biosynthesis (an osmoprotectant and signaling molecule to increase salinity tolerance), were up-regulated in roots of plants expressing *acdS* during salt stress. 

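Genes for raffinose, galactose and myo-inositol metabolism moved in opposite directions within *35S::acdS* roots. Of 10 such genes tested, 4 were higher and 3 lower there when adjusted over the list alone, while 0 were higher in *rolD::acdS* (2 at an unadjusted p under 0.05 by limma). Among the higher ones was Csa09g070000, seed imbibition 2, at 231 ± 51.1 CPM in *35S::acdS* roots and 129.7 ± 3.21 CPM in control roots (SD, n = 3), a log2 fold change of 0.81 (adjusted p = 0.541 from limma). In plants treated with *P. migulae* 8R6 1 gene passed in this way. The study picked the list from these libraries, and the counts are not independent evidence. Between the lines, 1 of the genes were higher and 5 lower in *35S::acdS* than in *rolD::acdS* by the same test. The 4 higher genes in *35S::acdS* came to 1 without *35S::acdS* replicate 1, and the 5 lower between the lines to 1 without *35S::acdS* replicate 1 or *rolD::acdS* replicate 2, 2 without *rolD::acdS* replicate 3 and 3 without *35S::acdS* replicate 3.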

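Sucrose synthase cleaves sucrose, and sucrose-proton symporter 1 loads it into cells. For *35S::acdS* roots the sucrose synthase 5 gene Csa11g050910 averaged 3.33 ± 1.15 against 6.33 ± 1.15 CPM in the control (SD, n = 3), a log2 fold change of -0.87 (adjusted p = 0.570 from limma). The symporter genes Csa16g034520, Csa09g075220 and Csa07g038820 averaged 65.3 ± 13.1 against 34.7 ± 5.51 CPM, 81 ± 16.8 against 42.3 ± 2.08 CPM and 127 ± 14.7 against 61.7 ± 4.16 CPM, with log2 fold changes of 0.90, 0.91 and 1.03 (adjusted p = 0.714, 0.653 and 0.578). Csa15g017920, annotated as beta galactosidase 1, averaged 245 ± 71.7 against 128 ± 37.9 CPM (log2 fold change 0.93, adjusted p = 0.703). Among the sugar transporter genes, 0 passed as higher and 1 as lower in *35S::acdS* when adjusted over the list alone (3 and 1 at an unadjusted p under 0.05), and this list of the study's own choosing is not independent evidence.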

In *35S::acdS* roots, 2 genes encoding sucrose synthase 5 (Csa10G040720 and Csa11G050910) were down-regulated two–fourfold, respectively, while three genes encoding sucrose-proton symporter 1 (Csa16G034520, Csa09G075220, and Csa07G038820) and 1 gene encoding beta-glucosidase 2D (Csa15G017920) were up-regulated two–threefold. 

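Raffinose synthase catalyses the last step to raffinose. In *35S::acdS* roots Csa13g023210 averaged 17.7 ± 4.73 against 9 ± 1.73 CPM in the control and Csa08g014090 13.3 ± 3.06 against 7.33 ± 0.577 CPM (SD, n = 3). These are log2 fold changes of 0.92 and 0.80 (adjusted p = 0.540 and 0.424 from limma), and every *35S::acdS* library exceeded every control library in both genes. Csa09g018520, galacturonosyl transferase-like 10, averaged 5.67 ± 4.04 against 1.67 ± 0.577 CPM with *35S::acdS* libraries at 10, 2 and 5 CPM, a log2 fold change of 1.31 (adjusted p = 0.607). For *rolD::acdS* roots the log2 fold changes of the 3 genes were 0.63, 0.35 and 0.41.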

Csa13G023210 and Csa08G014090 (raffinose synthase) were up-regulated twofold and Csa09G018520 (galacturonosyl transferase-like 10) was up-regulated 3.5-fold. 

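The genes for a beta-amylase and a beta-glucosidase had higher means in the *rolD::acdS* libraries. The chloroplast beta-amylase gene Csa12g049650, for starch breakdown, averaged 15 ± 4 CPM in *rolD::acdS* roots and 7.33 ± 1.15 CPM in control roots (SD, n = 3), a log2 fold change of 0.96 (adjusted p = 0.713 from limma). Csa17g092400, beta-glucosidase 18, stood at 4, 1 and 7 CPM in the *rolD::acdS* libraries and at 1, 1 and 0 CPM in the control, a log2 fold change of 1.83 (adjusted p = 0.706), with *rolD::acdS* replicate 2 within the control range. Of 5 genes for sucrose, starch and invertase metabolism, 4 rose in *rolD::acdS* when adjusted over the list alone, whereas 0 and 0 did so in *P. migulae* 8R6-treated and *35S::acdS* roots (0 and 0 at an unadjusted p under 0.05). The list was drawn by the study from these libraries and is not independent evidence. The difference itself held for 4 genes between *P. migulae* 8R6-treated and *rolD::acdS* roots and for 2 between the lines, by the same test. With single libraries left out, the 4 in *rolD::acdS* became 0 without control replicate 2, 1 without *rolD::acdS* replicate 1 and 2 without control replicate 1 or 3 or *P. migulae* 8R6 replicate 2 or *35S::acdS* replicate 1 or *rolD::acdS* replicate 3, and the 4 against *P. migulae* 8R6-treated roots 2 without *rolD::acdS* replicate 3.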

In *rolD::acdS* roots, a gene encoding beta-amylase (Csa12g049650) was up-regulated twofold and a gene encoding beta-glucosidase 18 (Csa17g092400) was up-regulated fivefold during salt stress. In *A. thaliana*, this enzyme (AtBG1) hydrolyzes glucose conjugated to abscisic acid (ABA) to produce active ABA. In creeping bentgrass, over-expression of *AtBG1* increases drought resistance (Han et al., 2012), while several biotic and abiotic stress induce its expression in *A. thaliana* (TAIR database).

In roots of *35S::acdS* plants, Csa04G035130 (aldolase-type TIM barrel family protein) was up-regulated 19-fold. This enzyme converts glyceraldehyde-3-phosphate into fructose-1,6-biphosphate which can then used to form glucose-6-phosphate for the production of minor carbohydrates, such as raffinose and phosphoinositol. 

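Myo-inositol-1-phosphate synthase makes the first intermediate of myo-inositol. Csa20g015440, the form numbered 3, averaged 6.67 ± 0.577 CPM in *P. migulae* 8R6-treated roots and 2 ± 1 CPM in control roots (SD, n = 3), a log2 fold change of 1.60 (adjusted p = 0.874 from limma). The same gene averaged 6.33 ± 2.08 CPM in *35S::acdS* roots, a log2 fold change of 1.48 (adjusted p = 0.332), and 2 ± 0 CPM in *rolD::acdS* roots. Adjusted over the list alone, Csa20g015440 passed in both *P. migulae* 8R6-treated and *35S::acdS* roots, which is not independent evidence for a gene the study selected. In *rolD::acdS* roots the other synthase genes, Csa09g086550 and Csa07g052330, averaged 13.3 ± 0.577 against 8 ± 0 CPM and 34 ± 10.4 against 14.3 ± 2.89 CPM, log2 fold changes of 0.70 and 1.20 (adjusted p = 0.747 and 0.720).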

In roots of plants treated with *P. migulae* 8R6, Csa20g015440 (myo-inositol-1-phosphate synthase 3) was up-regulated threefold, while Csa09g086550 and Csa07g052330 (myo-inositol-1-phosphate synthase) was up-regulated fivefold in *rolD::acdS* plants.

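Within *35S::acdS* roots, some transcripts of the galactose branch were at lower levels than in the control. The galactose mutarotase-like genes Csa19g003320 and Csa15g001220 averaged 158 ± 36.2 against 423 ± 127 CPM and 84.7 ± 35.0 against 202 ± 31.6 CPM (SD, n = 3), with log2 fold changes of -1.41 and -1.31 (adjusted p = 0.410 and 0.357 from limma). Csa07g061680, galactinol synthase 4, which makes the galactosyl donor for raffinose, averaged 17.7 ± 5.03 against 37 ± 10.4 CPM, a log2 fold change of -1.04 (adjusted p = 0.372). All *35S::acdS* libraries lay below all control libraries in the 3 genes. Within *rolD::acdS* roots their log2 fold changes were -0.37, -0.41 and -0.22.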

In *35S::acdS* plants, some genes involved in galactose metabolism (Csa19G003320 and Csa15G001220) and galactinol (Csa07G061680) synthesis were down-regulated. Drought, salinity and cold stress induce the expression of genes encoding galactinol synthase which plays a key role in the accumulation of galactinol and raffinose under abiotic stress conditions. Over-expression of a gene encoding this enzyme, *AtGolS2*, improved drought tolerance in *A. thaliana* (Taji et al., 2002), while over-expression of a gene encoding myo-inositol-1-phosphate synthase improved salt and drought tolerance in sweet potato (Zhai et al., 2015). The seemingly contradictory expression of genes involved in minor carbohydrate metabolism in the *35S::acdS* line may be one the reasons why lines expressing *acdS* under the control of the root-specifc *rolD* promoter exhibit better tolerance to salinity (Heydarian et al., 2016).

#### Cell Wall Biosynthesis/Turnover

Sustained cellulose synthesis, cellulose deposition and cell wall biogenesis are important features of salt tolerance (Zhang et al., 2015). 

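Csa10g019050, cellulose synthase-like G3, belongs to a family of enzymes that build cell wall polysaccharides. It averaged 19.3 ± 4.93 CPM in *35S::acdS* roots and 11.3 ± 2.31 CPM in *rolD::acdS* roots against 4.67 ± 1.15 CPM in the control (SD, n = 3). Every library of both lines exceeded every control library, with log2 fold changes of 1.94 and 1.20 (adjusted p = 0.167 and 0.694 from limma). After treatment with *P. migulae* 8R6 the log2 fold change was -0.48.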

In both the *rolD::acdS* and *35S::acdS* lines, Csa10G019050 (cellulose synthase-like G3) was up-regulated in roots in response to salt stress compared to the wild-type line. In addition, Csa10G003280 (xyloglucan endotransglucosylase/hydrolase 7 involved in cell wall biogenesis and organization) was up-regulated fourfold in the *35S::acdS* line. 

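For Csa10g003280, a xyloglucan endotransglucosylase/hydrolase, which loosens and rejoins wall polymers, a single library decides the value. The *35S::acdS* libraries stood at 1, 1 and 5 CPM, whereas the control libraries stood at 1, 1 and 1 CPM. The log2 fold change was 0.62 (adjusted p = 0.845 from limma, n = 3). Without *35S::acdS* replicate 3, both groups are at 1 CPM throughout.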

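Polygalacturonase-inhibiting protein 2 restrains enzymes that digest pectin. In the *rolD::acdS* line Csa13g008910 averaged 64.3 ± 22.4 against 24.7 ± 11.0 CPM in the control and Csa20g009230 13.3 ± 6.43 against 2.33 ± 1.15 CPM (SD, n = 3). These were log2 fold changes of 1.42 and 2.25 (adjusted p = 0.704 and 0.697 from limma), with all *rolD::acdS* libraries above all control libraries in both genes. In the *35S::acdS* line the corresponding values were 0.27 and 0.30.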

In the *rolD::acdS* line, Csa13g008910 and Csa20g009230 (polygalacturonase inhibiting protein 2; PGIP2) were up-regulated three and sixfold, respectively. PGIPs inhibit the activity of pectin-degrading enzymes, such as those involved in cell wall turnover or those produced by plant pathogens. An *A. thaliana* line with a mutation in a gene encoding PGIP (AT5G06870) exhibited severe damage to the root tip in a low calcium and low pH medium (TAIR database). Interestingly, genes involved in cell enlargement were mostly down-regulated in the *35S::acdS* line in response to salt stress. For example, Csa03G027580 (polygalacturonase 3), Csa09G011170 (polygalacturonase 1), Csa20G032840 (invertase/pectin methylesterase inhibitor) were down-regulated 2- to 2.5-fold. Orthologs of these genes are involved in cell enlargement and maintenance of cell wall integrity (Xiao et al., 2014; Park et al., 2015). 

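Some genes for pectin remodelling were at lower levels in *35S::acdS* roots than in the control. Csa03g027580, annotated as a BURP domain-containing protein, averaged 1 ± 0 against 3.33 ± 0.577 CPM in the control (SD, n = 3), Csa09g011170, a pectin lyase-like protein, 7.67 ± 2.52 against 14.3 ± 1.53 CPM, and Csa20g032840, an invertase/pectin methylesterase inhibitor, 3.33 ± 0.577 against 6.67 ± 0.577 CPM. Their log2 fold changes were -1.34, -0.91 and -0.91 (adjusted p = 0.307, 0.470 and 0.466 from limma), and the libraries did not overlap in any of the 3 genes. Of the 7 cell wall genes tested, 3 fell and 1 rose in *35S::acdS* when adjusted over the list alone, on a list from the study itself that is not independent evidence.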

*A. thaliana* mutants lacking PGX1 (polygalacturonase 1) or invertase/pectin methylesterase inhibitor have reduced hypocotyl elongation (Xiao et al., 2014), while lines over-expressing these genes display increased root length (Lionetti et al., 2007). 

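The genes for pectin remodelling that were lower in *35S::acdS* roots stood closer to the control in *rolD::acdS* and *P. migulae* 8R6-treated roots. The log2 fold changes in *rolD::acdS* were -0.28 for Csa03g027580, -0.66 for Csa09g011170 and -0.42 for Csa20g032840, and in *P. migulae* 8R6-treated roots -0.04, -0.09 and -0.42 (n = 3). Tested directly, Csa03g027580 was lower in *35S::acdS* than in *rolD::acdS* roots with a log2 difference of -1.06, and passed when adjusted over the list alone (adjusted p = 0.00811 from limma). Neither of the other two passed between the lines. For *P. migulae* 8R6-treated roots 0 cell wall genes were higher and 0 lower than in the control (0 and 0 at an unadjusted p under 0.05), and in *rolD::acdS* 3 rose and 0 fell when adjusted over the list alone, which is not independent evidence on a list from the study. The 3 in *rolD::acdS* became 0 without control replicate 2 or *rolD::acdS* replicate 3 and 1 without *rolD::acdS* replicate 1.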

None of the genes involved in pectin metabolism were differentially expressed in response to salt stress in the *rolD::acdS* line or in roots of plants treated with *P. migulae* 8R6. These results are in agreement with the physiological experiments which showed that *35S::acdS* lines exhibited a slight decrease in root length or dry weight during salt treatments, while *rolD::acdS* lines and lines treated with PGPB exhibited increased root length or root dry weight compared to the control (**Figure 2**).

#### Phytohormones

Hormones are fundamental to the plant’s ability to adapt to environmental changes. While acdS directly impacts ethylene production, the expression of *acdS* was also found to alter the expression of genes involved in other hormone pathways as described below.

##### Auxin

The concentration of auxin (IAA) in plants is regulated by biosynthesis, transport and activation (Tanaka et al., 2014). It has been suggested that tryptophan released by roots is used by PGPB to synthesize IAA, some of which is then taken up by the plant to promote root growth (Gamalero and Glick, 2015). However, in the current study plant genes involved in tryptophan synthesis or IAA production were not differentially expressed during salt treatment in plants treated with *P. migulae* 8R6.

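Of 13 auxin-related genes on the study's lists, 0 were higher and 0 lower in *P. migulae* 8R6-treated roots by limma, also when adjusted over the list alone (1 higher and 0 lower at an unadjusted p under 0.05). The gene with the small p was Csa10g003770, an auxin-responsive GH3 protein that couples auxin to amino acids, at 1, 1 and 0 CPM in *P. migulae* 8R6-treated libraries and 0, 0 and 0 CPM in the control. For UGT74E2, Csa14g007040 and Csa17g009070 had log2 fold changes of 0.64 and 0.66 in *P. migulae* 8R6-treated roots (adjusted p = 0.874 and 0.874, n = 3). The median log2 fold change of the list was 0.25, and a list that the study picked on these libraries is not independent evidence.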

Ethylene inhibits root growth, root elongation and root hair formation and elongation through the accumulation of auxin in the primary root tip (Swarup et al., 2002; Alonso et al., 2003; Stepanova et al., 2005). 

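Glycosyltransferases that attach glucose to auxins were at higher levels in *35S::acdS* roots. The UGT74E2 genes Csa14g007040 and Csa17g009070 averaged 117 ± 9.61 against 46 ± 21.4 CPM and 67 ± 4.58 against 22.7 ± 12.1 CPM in the control (SD, n = 3), log2 fold changes of 1.47 and 1.72 (adjusted p = 0.357 and 0.357 from limma). UGT74D1, Csa05g029410, averaged 15.3 ± 1.53 against 7.67 ± 1.15 CPM. The 73C7 genes Csa04g039100, Csa06g027600 and Csa09g061430 averaged 40 ± 2.65 against 17.7 ± 6.66 CPM, 97 ± 2.65 against 47 ± 12.1 CPM and 34.7 ± 6.43 against 14.3 ± 4.73 CPM, with log2 fold changes of 1.22, 1.07 and 1.29. No library overlapped between the groups for any of these genes. Of the auxin-related genes tested in *35S::acdS*, 10 rose and 2 fell when adjusted over the list alone, and in *rolD::acdS* 2 rose and 0 fell (4 and 1 at an unadjusted p under 0.05). Since the study took the list from these libraries, the counts are not independent evidence. The 2 that fell in *35S::acdS* became 1 without control replicate 2 or 3 or *35S::acdS* replicate 2 or 3, and the 2 that rose in *rolD::acdS* 0 without control replicate 2 or *rolD::acdS* replicate 1 or 3, 1 without *P. migulae* 8R6 replicate 3 and 5 without control replicate 3 or *rolD::acdS* replicate 2.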

Several genes involved in auxin metabolism were differentially expressed in the *35S::acdS* line, these included Csa14G007040 and Csa17G009070 (uridine diphosphate glycosyltransferase 74E2 involved in auxin production), and 6 genes related to auxin inactivation through conjugation (UDP-glucosyl transferase 74D1, 73C7) which were up-regulated threefold during salt treatment. Uridine diphosphate glycosyltransferase 74E2 acts on indole-3-butyric acid (IBA) and affects auxin homeostasis. Transcript and protein levels of this enzyme are strongly induced by H_2_O_2_ which may allow integration of reactive oxygen species (ROS) and auxin signaling. *A. thaliana* lines over-expressing *UGT74E2* exhibited improved survival during drought and salt stress (Tognetti et al., 2010). Csa13G050980 encodes an auxin-induced protein involved in lateral root morphogenesis and was the only auxin-related gene that was down-regulated in the *35S::acdS* line. 

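Csa13g050980, an ortholog of AIR1, which auxin induces in root cultures, averaged 13.3 ± 8.08 CPM in *35S::acdS* roots and 62.3 ± 43.0 CPM in control roots (SD, n = 3), a log2 fold change of -2.07 (adjusted p = 0.494 from limma). The control libraries were spread widely at 20, 61 and 106 CPM, and control replicate 1 overlaps the *35S::acdS* libraries at 6, 12 and 22 CPM. A GH3 family gene, Csa03g010320, averaged 3.33 ± 0.577 against 6.33 ± 1.15 CPM, a log2 fold change of -0.83 (adjusted p = 0.335). Both genes fell in *35S::acdS* when adjusted over the list alone, which is not independent evidence for genes of the study's choosing.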

A gene encoding an auxin-responsive GH3 family protein (Csa17g080380) was the only auxin-related gene to be differentially expressed in both transgenic *acdS* lines. 

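GH3 proteins couple auxin and related hormones to amino acids. Csa17g080380 averaged 5 ± 3 CPM in *35S::acdS* roots, 2.67 ± 1.53 CPM in *rolD::acdS* roots and 0.667 ± 0.577 CPM in the control (SD, n = 3). Its log2 fold changes were 2.23 and 1.46 (adjusted p = 0.507 and 0.724 from limma). At these low values the pseudocount sets much of the fold change. In *P. migulae* 8R6-treated roots the libraries stood at 1, 0 and 0 CPM.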

Five other camelina genes encoding auxin-responsive GH3 family proteins were up-regulated 10- to 21-fold only in the *35S::acdS* line.

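The other GH3 genes of the study's *35S::acdS* list were expressed at a few CPM or less. Csa02149s010 averaged 4 ± 2 against 1.67 ± 0.577 CPM in the control and Csa12g003970 3.67 ± 2.08 against 1.33 ± 0.577 CPM (SD, n = 3), log2 fold changes of 0.99 and 1.11 (adjusted p = 0.660 and 0.646 from limma). Csa10g003770 stood at 2, 1 and 1 CPM in the *35S::acdS* libraries and Csa14g054830 at 1, 1 and 0 CPM, and both were listed at 0 in every control library. Csa03g053580 had 1, 1 and 0 CPM in *35S::acdS* and was below the filter of the test. In the test of the lines against each other, Csa10g003770 was higher in *35S::acdS* than in *rolD::acdS* with adjusted p = 0.0125 from limma, adjusted over the list alone, which is not independent evidence for a gene of the study's list, and the GH3 genes Csa02149s010, Csa12g003970 and Csa14g054830 did not pass.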

##### Abscisic acid (ABA)

The relationship between ethylene and ABA on root growth, especially under salinity response, is not very clear. In rice, ABA enhances inhibition of root growth by ethylene (Tao et al., 2015), whereas in other plants (*A. thaliana*, maize, barley and tomato) ABA accumulation promotes shoot and root growth through a negative interaction with ethylene. In the latter species, ABA prevents excess ethylene production that would otherwise inhibit root elongation during stress (Sharp and LeNoble, 2002).

In the current study, several genes involved in ABA synthesis and signaling were differentially expressed during salt treatment in the roots of plants treated with *P. migulae* 8R6. These included a gene encoding 9-*cis*-epoxycarotenoid dioxygenase 3 (Csa19g021150), the rate-limiting enzyme in ABA biosynthesis, which was down-regulated 2.5-fold. In contrast, Csa05g012440, which encodes the PYL6/RCAR regulatory component of ABA receptor 9, was up-regulated fourfold. 

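The 9-*cis*-epoxycarotenoid dioxygenase 3 gene Csa19g021150 averaged 2.67 ± 0.577 CPM in *P. migulae* 8R6-treated roots and 7 ± 2 CPM in control roots (SD, n = 3). This is a log2 fold change of -1.23 (adjusted p = 0.874 from limma), with every *P. migulae* 8R6-treated library below every control library. In *35S::acdS* and *rolD::acdS* roots the gene averaged 6 ± 2 and 8.33 ± 2.52 CPM, log2 fold changes of -0.22 and 0.23. Adjusted over the list alone it fell in *P. migulae* 8R6-treated roots, as a gene the study selected and so not independent evidence.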

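The receptor gene Csa05g012440 (PYL6) was barely detected, at 1, 2 and 2 CPM in the *P. migulae* 8R6-treated libraries and 0, 0 and 1 CPM in the control. Its log2 fold change was 1.55 (adjusted p = 0.874 from limma, n = 3), and the libraries overlap at 1 CPM. Csa17g092400, the beta-glucosidase that frees abscisic acid from its glucose ester, was listed at 0, 0 and 0 CPM in the *P. migulae* 8R6-treated libraries. Of 3 genes for abscisic acid synthesis, release and perception, 1 rose and 1 fell in *P. migulae* 8R6-treated roots when adjusted over the list alone, which is not independent evidence because the study chose them.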

PYR/PYL/RCAR family proteins function as ABA sensors and mediate signal transduction through ABA-dependent regulation of ABI1 and ABI2. In *A. thaliana*, PYL6 induces stomatal closure, but does not inhibit seed germination or root growth (Takeuchi et al., 2015). In roots of salt-treated *rolD::acdS* plants, Csa17g016450, Csa14g015170, and Csa03g015980 (glycosyl hydrolase family 32) were up-regulated two–threefold. This enzyme is involved in ABA-activated signaling, primary root development and root biomass accumulation (Chen et al., 2016; Leskow et al., 2016). It should be noted that ABA synthesized in the roots is unlikely to remain there as it transported upward through the xylem to the leaves where it induces stomatal closure under stress conditions.

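Glycosyl hydrolase family 32 holds the invertases, which split sucrose into glucose and fructose. For *rolD::acdS* roots Csa17g016450 averaged 68.7 ± 18.2 against 35.7 ± 8.02 CPM in the control, Csa14g015170 13.7 ± 4.16 against 5.33 ± 2.52 CPM and Csa03g015980 79 ± 19.5 against 27.7 ± 8.62 CPM (SD, n = 3). The log2 fold changes were 0.92, 1.33 and 1.51 (adjusted p = 0.713, 0.694 and 0.694 from limma), and all *rolD::acdS* libraries lay above all control libraries in the 3 genes. For *35S::acdS* roots the same genes had log2 fold changes of 0.13, -0.16 and 0.07.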

##### Plant defense hormones

###### Ethylene

Ethylene signaling modulates the response to salt stress at several levels, including the cell membrane (receptors), cytoplasm (signaling) and nucleus (transcription) (Cao et al., 2008).

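Ethylene response factors are transcription factors that act at the end of ethylene signalling. In plants treated with *P. migulae* 8R6 the ERF6 gene Csa11g031180 averaged 3 ± 1 against 0.667 ± 0.577 CPM in the control (SD, n = 3). The ERF105 genes Csa11g082690 and Csa18g022000 averaged 47 ± 35.2 against 10 ± 2.65 CPM and 35.3 ± 22.0 against 11.3 ± 1.15 CPM, and Csa20g010010 (ERF106) averaged 13.7 ± 3.06 against 6.67 ± 1.15 CPM. These were log2 fold changes of 1.71, 1.88, 1.37 and 0.97 (adjusted p = 0.874 for each, from limma). Csa11g082690 varied between replicates, with 14, 43 and 84 CPM in *P. migulae* 8R6-treated libraries and 55, 8 and 16 CPM in *35S::acdS* libraries. Of the 10 AP2/ERF genes on the list, 1 rose in *P. migulae* 8R6-treated roots when adjusted over the list alone, Csa20g010010, and 4 did at an unadjusted p under 0.05. The study drew the list from these libraries, and it is not independent evidence. That count of 1 came to 2 without *rolD::acdS* replicate 3, 3 without *35S::acdS* replicate 1 and 4 without *P. migulae* 8R6 replicate 1.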

In roots of plants treated with *P. migulae* 8R6, several genes involved in ethylene signal transduction were differentially expressed in response to salt treatment, for example, five genes encoding the ethylene response factors ERF6, ERF105, and ERF106, were up-regulated three–fourfold (Supplementary Table S2). ERFs regulate the response to pathogen attack by binding to a *cis*-acting promoter element, the GCC box; however, they can also bind to dehydration-responsive elements and act as a regulatory hub in the response to hormones, biotic and abiotic stresses, including salinity stress (Müller and Munné-Bosch, 2015). ERF6 has been implicated in stress tolerance and growth inhibition in adapting leaf growth to environmental changes; activation of the stress tolerance genes by ERF6 occurs independently of ERF6-mediated growth inhibition (Dubois et al., 2013). ERF105 is a cold-regulated transcription factor linked to the C-repeat binding factor (CBF) regulon mediating response to cold (Bolt et al., 2017) and ectopic expression increases tolerance to salt stress (Chinnusamy et al., 2010). PGPB can effectively protect against different stresses, including flooding, high salt, drought and low temperature (Glick, 2014, 2015). Induction of genes, like *ERF105*, in plants treated with PGPB may explain why these bacteria induce tolerance in plants subjected to a wide variety of stresses. 

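Csa20g007990, the alpha subunit of anthranilate synthase, catalyses the first step from chorismate to tryptophan. It averaged 13.3 ± 1.53 CPM in *P. migulae* 8R6-treated roots and 6.67 ± 1.15 CPM in control roots (SD, n = 3). Every *P. migulae* 8R6-treated library exceeded every control library, a log2 fold change of 0.95 (adjusted p = 0.874 from limma). In *35S::acdS* and *rolD::acdS* roots it averaged 10.7 ± 3.51 and 9.67 ± 1.15 CPM, log2 fold changes of 0.60 and 0.51.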

Another gene that was up-regulated in roots of plants treated with *P. migulae* 8R6 was Csa20g007990 which encodes anthranilate synthase 1 (ASA1), an enzyme involved in cross-talk between the ethylene and auxin pathways. *ASA1* expression is induced by ethylene, downstream of ERF1, and *A. thaliana* lines over-expressing *ERF1* were more tolerant to drought and salt stress (Cheng et al., 2013).

In roots of the *35S::acdS* line subjected to salt treatment, Csa04G062700 (ERF13) was up-regulated. The only role recognized for ERF13 is in transferring the wound signal from roots to shoots (Sogabe et al., 2011). In roots of the *rolD::acdS* line, genes encoding other ERFs were up-regulated, for example 2 genes (Csa17g069360 and Csa03g046520) encoding ERFB-4 or RAP2.6 were up-regulated around eightfold. 

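The RAP2.6 gene Csa03g046520 averaged 44.7 ± 15.5 CPM in *rolD::acdS* roots and 6 ± 5.29 CPM in control roots (SD, n = 3), a log2 fold change of 3.05 (adjusted p = 0.694 from limma). Csa17g069360 stood at 4, 1 and 6 CPM in *rolD::acdS* libraries and at 1, 0 and 1 CPM in the control, a log2 fold change of 1.76 (adjusted p = 0.713). Csa03g046520 averaged 2 ± 1 CPM in *P. migulae* 8R6-treated and 5.33 ± 3.06 CPM in *35S::acdS* roots. In a direct test it was lower in *35S::acdS* than in *rolD::acdS* by a log2 difference of -3.06, which passed when adjusted over the list alone (adjusted p = 0.00230 from limma). For a gene that the study selected, this is not independent evidence.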

In *A. thaliana*, RAP2.6 participates in the response to salt and osmotic stress through the ABA-dependent pathway and expression of *RAP2.6* was highly induced in seedlings under salt stress (Zhu et al., 2010).

###### Jasmonic acid (JA)

Jasmonic acid-mediated adaptation to salinity stress occurs in barley and sweet potato (Walia et al., 2007; Zhang et al., 2017); however, none of the genes involved in JA biosynthesis or signaling were differentially expressed during salt treatment in roots of the *35S::acdS* line or in plants treated with *P. migulae* 8R6. Conversely, several genes involved in JA signaling were differentially expressed in the *rolD::acdS* line, including Csa05g020670 [jasmonate-ZIM-domain protein (JAZ) 7], Csa16g032280 (JAZ 9), and Csa20g01859, Csa20g018580, and Csa08g005100 (JAZ 10) which were up-regulated between two and fourfold. 

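The jasmonate genes did not all move in one direction in *35S::acdS* or *P. migulae* 8R6-treated roots. Of 13 genes for jasmonate synthesis, inactivation and JAZ repressors, 0 were higher and 0 lower in *35S::acdS* and 0 and 0 in *P. migulae* 8R6-treated roots by limma, also when adjusted over the list alone (1 and 0 in *35S::acdS*, and 0 and 0 in *P. migulae* 8R6-treated, at an unadjusted p under 0.05). The gene with the small p in *35S::acdS* was Csa16g040840, 12-oxophytodienoate reductase 1, at 30.3 ± 8.50 CPM in *35S::acdS* roots and 13.3 ± 5.86 CPM in control roots (SD, n = 3), a log2 fold change of 1.20 (adjusted p = 0.597). Csa06g030650, at 4, 3 and 1 CPM against 2, 1 and 0 CPM in the control libraries, had 1.22 there. In *35S::acdS* roots 5 of the genes had positive and 7 negative log2 fold changes, and in *P. migulae* 8R6-treated roots 3 and 9. The list was the study's own choice and is not independent evidence.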

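The JAZ repressor genes, which jasmonate switches on to limit its own response, were at higher levels in *rolD::acdS* roots. Csa05g020670 (JAZ7) averaged 3.67 ± 0.577 against 1.33 ± 0.577 CPM in the control, Csa16g032280 (JAZ9) 21.3 ± 10.0 against 9.67 ± 1.53 CPM and Csa08g005100 (JAZ10) 35.3 ± 13.6 against 16.7 ± 3.06 CPM (SD, n = 3), with log2 fold changes of 1.22, 1.00 and 1.00 (adjusted p = 0.694 for each, from limma). A second JAZ10 gene, Csa20g018590, averaged 9.33 ± 4.04 against 3.33 ± 1.15 CPM and a further one, Csa13g015820, 10.7 ± 5.03 against 4 ± 1 CPM. Of the 13 jasmonate genes tested, 11 rose in *rolD::acdS* when adjusted over the list alone, a list chosen by the study that is not independent evidence. The list was lowest in replicate 2 of all 4 groups. The 11 became 4 without control replicate 2 and 5 without *rolD::acdS* replicate 3.

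**Figure D1:**
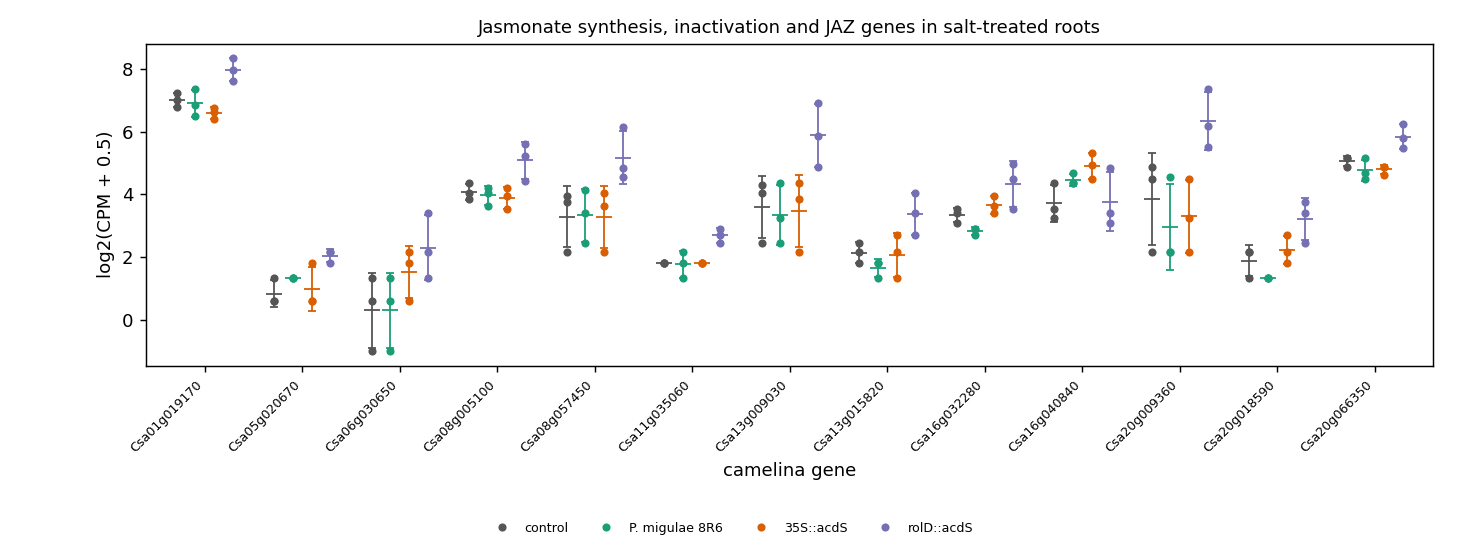
Values of the jasmonate genes, shown as log2(CPM + 0.5) per library by group, with the mean and SD of 3 libraries as bars. Points of equal value lie on top of each other, and for Csa05g020670 the *rolD::acdS* libraries stand at 4, 3 and 4 CPM above control libraries at 2, 1 and 1 CPM.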

JAZ proteins are key negative regulators of jasmonate signaling (Oh et al., 2013). 

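Allene oxide synthase directs fatty acid hydroperoxides into jasmonate synthesis. Csa20g066350 averaged 58.3 ± 16.3 CPM in *rolD::acdS* roots and 33 ± 3.46 CPM in control roots (SD, n = 3), a log2 fold change of 0.78 (adjusted p = 0.694 from limma). All *rolD::acdS* libraries exceeded all control libraries. In *35S::acdS* and *P. migulae* 8R6-treated roots the log2 fold changes were -0.27 and -0.29.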

A gene encoding allene oxide (12-OPDA) synthase (Csa20g066350) was up-regulated twofold. 12-OPDA is a precursor of JA and dehydration stress uncouples the conversion of 12-OPDA to JA. Plants producing higher levels of 12-OPDA exhibit enhanced drought tolerance and reduced stomatal aperture size (Savchenko et al., 2014). Other genes important in JA biosynthesis that were up-regulated in salt-treated *rol::acdS* roots included Csa08g057450, Csa20g009360 and Csa13g009030 (sulfotransferase 2A), Csa11g035060 (hydroperoxide lyase 1) and Csa06g030650 (jasmonate-regulated gene 21).

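Among the other jasmonate genes in *rolD::acdS* roots were those for sulfotransferase 2A, which inactivates hydroxylated jasmonate. Csa08g057450 averaged 40.3 ± 25.8 against 10.7 ± 5.86 CPM in the control, Csa20g009360 93 ± 61.3 against 18.3 ± 12.9 CPM and Csa13g009030 68.7 ± 45.9 against 13.3 ± 7.37 CPM (SD, n = 3), log2 fold changes of 1.88, 2.50 and 2.29 (adjusted p = 0.699, 0.710 and 0.694 from limma). The replicates were spread, as in Csa20g009360 with 162, 45 and 72 CPM in *rolD::acdS* and 29, 4 and 22 CPM in the control. Hydroperoxide lyase 1, Csa11g035060, averaged 6 ± 1 against 3 ± 0 CPM, a log2 fold change of 0.88 (adjusted p = 0.694). Csa06g030650, jasmonate-regulated gene 21, stood at 4, 2 and 10 CPM in *rolD::acdS* libraries and 2, 1 and 0 CPM in the control, a log2 fold change of 1.99 (adjusted p = 0.713).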

Sulfotransferase 2A and hydroperoxide lyase 1 inactivate and, therefore, regulate the level and biological activity of JA (Gidda et al., 2003; Nilsson et al., 2016).

The relationship between JA and the response of roots to biotic/abiotic interactions is complicated. JA perception is required for the induction of systemic resistance by root-associated *P. fluorescens* (Pieterse et al., 1998). JA signaling also mediates aluminum exclusion and causes root growth inhibition under aluminum stress (Yang et al., 2017). However, in the current study, negative regulators of JA signaling (*JAZ* genes) were up-regulated by salt stress, which is also the situation in *A. thaliana* roots and in lines with mutations in JA-related genes (*AOS, COI1, JAZ3*, and *MYC2/3/4*). Cortical cells in the root elongation zone are also significantly longer in these mutants compared with wild-type plants under salt stress (Valenzuela et al., 2016). It appears that very tight regulation of JA signaling is occurring in the *rolD::acdS* plants as genes involved in both JA synthesis and negative regulation of its effects (JAZ proteins) were induced. This may be why the *rolD::acdS* plants are the more tolerant to salt stress than the *35S::acdS* lines or plants treated with PGPB (Heydarian et al., 2016).

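The jasmonate genes of *rolD::acdS* were also compared directly with the other 2 treatments. In direct tests, 10 of 13 jasmonate genes were lower and 1 was higher in *35S::acdS* than in *rolD::acdS*, and 11 were lower and 0 higher in *P. migulae* 8R6-treated than in *rolD::acdS* roots, adjusted over the list alone with limma. For Csa20g009360, sulfotransferase 2A, the log2 difference was -3.04 between *35S::acdS* and *rolD::acdS*, and for the synthase gene Csa20g066350 it was -1.05. The JAZ10 gene Csa08g005100 differed by -1.19 (n = 3). The list comes from the study, so these counts are not independent evidence, and over all genes the smallest adjusted p in the list was 0.268 between *35S::acdS* and *rolD::acdS* and 0.109 between *P. migulae* 8R6-treated and *rolD::acdS*. The study listed 12 of the 13 genes for *rolD::acdS*, and the same *rolD::acdS* libraries enter the direct tests, which favours this outcome. At least 1 gene passed over the list alone in 20 of 29 lists between *35S::acdS* and *rolD::acdS*. Between *P. migulae* 8R6-treated and *rolD::acdS* roots this held for 27 lists.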

In general, based on gene expression data, the acdS-producing *P. migulae* 8R6 strain positively affected ethylene signaling by increasing the expression of genes involved in ethylene-activated signaling pathways, namely those encoding ERFs. In addition, ABA production and signaling was also positively affected by *P. migulae* 8R6 treatment during salt stress. 

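The AP2/ERF genes of *P. migulae* 8R6-treated roots were also compared directly with those of the transgenic lines. Adjusted over the list alone, 1 of 10 were higher and 0 lower in *P. migulae* 8R6-treated than in *35S::acdS* roots, and 4 were higher and 5 lower than in *rolD::acdS* roots (limma). Csa20g010010 (ERF106) exceeded *35S::acdS* by a log2 difference of 1.05 and *rolD::acdS* by 1.18 (n = 3). Csa11g082690 (ERF105) differed by 0.93 and 1.74. The genes were chosen by the study and are not independent evidence.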

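Abscisic acid genes were also set against the transgenic lines. The synthesis gene Csa19g021150 was lower in *P. migulae* 8R6-treated than in *35S::acdS* roots by a log2 difference of -1.01 and lower than in *rolD::acdS* by -1.46 (adjusted p = 0.254 and 0.120 from limma, n = 3). For the receptor gene Csa05g012440 the differences were 1.02 and 1.55. Of the 3 genes tested, 1 were higher and 2 lower in *P. migulae* 8R6-treated than in *rolD::acdS* roots when adjusted over the list alone, which is not independent evidence for the study's own list.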

In transgenic lines expressing *acdS*, the effect was dependent on the promoter. In plants where *acdS* was under the control of the root-specific *rolD* promoter, which produces 40 times less *acdS* transcript than lines using the CaMV *35S* promoter, expression of the genes involved in JA signaling and JA biosynthesis were the most affected. However, in plants in which *acdS* was under the control of the *35S* promoter the expression of the genes involved in auxin inactivation or which negatively affect auxin signaling were affected.

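Few of the auxin-related genes differed between the lines in a direct test. Of 13 tested, 2 were higher and 0 lower in *35S::acdS* than in *rolD::acdS* when adjusted over the list alone with limma (4 and 0 at an unadjusted p under 0.05). UGT74D1, Csa05g029410, was higher by a log2 difference of 0.81 (n = 3). The UGT74E2 genes Csa14g007040 and Csa17g009070 differed by 0.79 and 0.90, and the 73C7 gene Csa04g039100 by 0.27. These genes were selected by the study, and their counts are not independent evidence.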

#### Secondary Metabolism

In roots of plants grown in soil treated with *P. migulae* 8R6, a gene encoding ribonuclease 1 (Csa06g002980) was down-regulated 16-fold. This enzyme inhibits production of anthocyanin and is important for nutrient recycling as expression of the corresponding gene is responsive to both phosphate and phosphite starvation (LeBrasseur et al., 2002; TAIR database). In roots of *35S::acdS* and *rolD::acdS* plants treated with salt, genes related to the production of glucosinolates, anthocyanins, flavonoids and/or isoflavonols were up-regulated three–ninefold. 

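Within *35S::acdS* roots, the genes of glucosinolate synthesis, which makes sulfur-rich defence compounds, included Csa03g020150 (cytochrome P450 79F1) at 8.33 ± 7.09 against 1.33 ± 0.577 CPM in the control and Csa08g017380 (2-isopropylmalate synthase 2) at 18 ± 8.72 against 6 ± 3.46 CPM (SD, n = 3). The flavonol synthase gene Csa02g072180 averaged 10.3 ± 3.21 against 4.67 ± 1.53 CPM and the acyl-transferase gene Csa10g045310 30 ± 2 against 10.7 ± 6.43 CPM, log2 fold changes of 1.08 and 1.60 (adjusted p = 0.640 and 0.386 from limma). In *rolD::acdS* roots another acyl-transferase gene, Csa12g082380, averaged 32 ± 12 against 12.3 ± 6.43 CPM, and Csa06g044180 of the same family 2.67 ± 0.577 against 6.67 ± 2.52 CPM. Of 5 glucosinolate genes, 0 passed in *35S::acdS* and 1 in *rolD::acdS* when adjusted over the list alone (1 and 2 at an unadjusted p under 0.05). The gene that passed was Csa08g056690 (MYB29). Of 6 flavonoid and anthocyanin genes, 1 rose and 0 fell in *35S::acdS*, and 0 rose and 1 fell in *rolD::acdS* in the same way, with 4 and 1 at an unadjusted p under 0.05. After treatment with *P. migulae* 8R6 0 and 0 passed (1 and 0 at an unadjusted p under 0.05). Both lists are the study's own and not independent evidence. The 1 in *rolD::acdS* became 0 without control replicate 1 or 3 or *rolD::acdS* replicate 2 or 3 and 2 without *P. migulae* 8R6 replicate 1 or *rolD::acdS* replicate 1.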

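Terpene synthases build volatile and defensive terpenoids. Csa09g009000, terpene synthase-like sequence-1, averaged 5 ± 1 CPM in *rolD::acdS* roots and 11.7 ± 5.13 CPM in control roots (SD, n = 3), a log2 fold change of -1.06 (adjusted p = 0.732 from limma). Control replicate 3, at 6 CPM, equals the highest *rolD::acdS* library. In *35S::acdS* and *P. migulae* 8R6-treated roots the log2 fold changes were -0.26 and -0.08.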

Only one gene related to secondary metabolism was down-regulated in the *acdS* lines, this being Csa09g009000 (terpene synthase-like) in roots of the *rolD::acdS* line. This enzyme was shown to be involved in root development in *A. thaliana* as over-expression of the corresponding gene impairs root elongation (Chen et al., 2004).

#### Stress Response

##### Chaperones and heat shock proteins

Three camelina genes encoding chaperones, Csa11g024410 (HSP20) and Csa07g039500 and Csa16g035090 (HSP40), were up-regulated (five–sixfold) in roots of plants treated with *P. migulae* 8R6. 

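Some chaperone genes, whose products keep proteins folded under stress, were at higher levels in *P. migulae* 8R6-treated roots. The HSP40 genes Csa07g039500 and Csa16g035090 averaged 20 ± 10 against 4.33 ± 1.53 CPM and 9 ± 7 against 1.33 ± 0.577 CPM in the control (SD, n = 3), with log2 fold changes of 2.00 and 2.17 (adjusted p = 0.874 and 0.874 from limma). Csa11g024410 (HSP20) averaged 3.33 ± 1.53 against 0.667 ± 0.577 CPM, a log2 fold change of 1.81 (adjusted p = 0.874). No *P. migulae* 8R6-treated library overlapped the control in these genes. Of 6 heat shock and chaperone genes, 3 rose and 0 fell in *P. migulae* 8R6-treated roots when adjusted over the list alone, which is not independent evidence on genes that the study chose. A further one, Csa09g053100 (GrpE), was lower at 5, 4 and 4 CPM against 6, 7 and 6 CPM in the control, a log2 fold change of -0.50, which is within the fold limit.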

A gene encoding an HSP20-like chaperone (Csa02G043250) was up-regulated in the *35S::acdS* line, while a gene encoding a metallo-chaperone (Csa03G026830), which is involved in the transport of metallic ions inside the cell, was down-regulated. 

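In the *35S::acdS* line the HSP20-like gene Csa02g043250 averaged 11 ± 2 against 5.67 ± 1.53 CPM in the control (SD, n = 3), a log2 fold change of 0.92 (adjusted p = 0.357 from limma). The metallo-chaperone gene Csa03g026830 averaged 16 ± 3.61 against 29 ± 7 CPM, a log2 fold change of -0.83 (adjusted p = 0.457), and was also below the control in all *P. migulae* 8R6-treated libraries at 18.7 ± 4.51 CPM. Other chaperone genes in *35S::acdS* lay below the control, Csa20g033010 (HSP20-like) at 18.7 ± 4.04 against 33 ± 5.29 CPM and the co-chaperone Csa09g053100 at 3 ± 1 against 6.33 ± 0.577 CPM. Adjusted over the list alone, 2 rose in *35S::acdS*, Csa02g043250 and the HSP40 gene Csa16g035090, and 2 fell, a count that is not independent evidence. Csa16g035090 did not pass between *P. migulae* 8R6-treated and *35S::acdS* roots by that test. Single libraries moved the 2 that rose to 0 without control replicate 2 or *35S::acdS* replicate 3 and 1 without control replicate 1 or *P. migulae* 8R6 replicate 3 or *35S::acdS* replicate 1 or *rolD::acdS* replicate 1, 2 or 3, and the 2 that fell to 1 without control replicate 1 or *35S::acdS* replicate 1 or 3.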

No genes encoding chaperones or heat shock proteins were differently regulated in roots of the *rolD::acdS* line during salt treatment.

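Within *rolD::acdS* roots the chaperone genes stayed near the control. Log2 fold changes were 0.12 for Csa07g039500, -0.25 for Csa16g035090, 0.00 for Csa11g024410 and 0.25 for Csa02g043250 (n = 3). By limma 0 of 6 were higher and 0 lower, also when adjusted over the list alone (0 and 0 at an unadjusted p under 0.05). Between *P. migulae* 8R6-treated and *rolD::acdS* roots, 3 of the genes were higher and 0 lower in *P. migulae* 8R6-treated when adjusted over the list alone, on a list of the study's choosing that is not independent evidence.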

##### Redox state

H_2_O_2_ and superoxide anion are the main ROS affecting root growth; however, H_2_O_2_ also regulates cell extensibility as it is involved in cross-linking different cell wall-associated molecules. In contrast, excessive levels of H_2_O_2_ inhibit root elongation (Liszkay et al., 2004; Dunand et al., 2007). ROS signaling also regulates the expression of salt tolerance genes, a process that may be amplified by NADPH oxidases (Mittler et al., 2004). Scavenging of excess ROS is necessary to prevent cellular damage and, therefore, systems are in place to finely control ROS levels (Pang and Wang, 2008).

Several genes related to redox state were differentially regulated in both the transgenic lines expressing *acdS* lines and in plants treated *P. migulae* 8R6. 

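Alpha-dioxygenase 1 oxidises fatty acids and protects tissue against oxidative stress. For *P. migulae* 8R6-treated roots Csa15g001040, annotated as a peroxidase superfamily protein, stood at 3, 5 and 2 CPM per library and at 0, 0 and 1 CPM in the control, a log2 fold change of 2.33 (adjusted p = 0.874 from limma, n = 3). Csa01g001030 was at 2, 4 and 1 CPM in *P. migulae* 8R6-treated libraries and listed at 0 in every control library (adjusted p = 0.874). In *35S::acdS* libraries the values were 2, 0 and 3 and 2, 0 and 1 CPM.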

In roots of PGPB-treated plants, Csa15g001040 and Csa01g001030, which encode alpha-dioxygenase 1 involved in protection against oxidative stress and cell death, were up-regulated ninefold. Plant fatty acid α-dioxygenases (α-DOX) are oxylipin-forming enzymes that participate in developmental processes while also providing protection from oxidative stress induced by biotic and abiotic stresses (Ponce de León et al., 2002). Studies in *A. thaliana* demonstrated that α*-DOX1* is controlled by ABA and SA, and α*-dox1* mutants were more sensitive to salinity (Ponce de León et al., 2002; Aung, 2009).

In roots of *35S::acdS* plants treated with salt, many genes related to the redox state were down-regulated. These included 5 genes encoding peroxidases, a gene encoding thioredoxin H-type 7 (Csa16G017640), and 5 genes encoding cytochrome p450 enzymes involved in oxidation-reduction processes. In contrast, the expression of Csa06G023070 (peroxidase PRX34) and 5 other genes encoding cytochrome p450 enzymes were up-regulated. 

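Class III peroxidases, which use hydrogen peroxide in the cell wall, and cytochrome P450 enzymes were at lower levels in *35S::acdS* roots for part of each family. Csa06g041180 and Csa06g041190 averaged 52.3 ± 7.77 against 93.3 ± 19.9 CPM and 26.3 ± 4.73 against 46 ± 4.58 CPM in the control (SD, n = 3), log2 fold changes of -0.82 and -0.80 (adjusted p = 0.561 and 0.340 from limma). The thioredoxin gene Csa16g017640 averaged 4.33 ± 2.08 against 11.7 ± 3.21 CPM, a log2 fold change of -1.41 (adjusted p = 0.386). Among the P450 genes, Csa03g002050 averaged 8 ± 1 against 18 ± 4.36 CPM and Csa12g066100 26.7 ± 4.62 against 49 ± 4.36 CPM. Of 8 peroxidase genes, 5 fell in *35S::acdS* when adjusted over the list alone, and of 16 P450 genes 4 fell. Both lists were taken by the study from these libraries and are not independent evidence. Peroxidase genes that fell numbered 1 without control replicate 2 or 3 or *35S::acdS* replicate 1 and 3 without *35S::acdS* replicate 2 and with quantile normalization, and P450 genes 2 without control replicate 2 or *35S::acdS* replicate 1.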

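Csa06g023070, peroxidase CB, averaged 88.3 ± 32.3 CPM in *35S::acdS* roots and 41.3 ± 8.08 CPM in control roots (SD, n = 3), a log2 fold change of 1.04 (adjusted p = 0.372 from limma), and was the 1 peroxidase gene of the list that rose in *35S::acdS* when adjusted over the list alone. The P450 genes Csa19g021290 and Csa19g021310 averaged 8.67 ± 1.15 against 4 ± 1 CPM and 35.7 ± 2.52 against 17 ± 2.65 CPM, log2 fold changes of 1.04 and 1.06 (adjusted p = 0.299 and 0.302). Csa04g032380 (CYP71A23) averaged 6 ± 2.65 against 1.33 ± 0.577 CPM. In all, 6 P450 genes of the list rose in *35S::acdS* by the list-alone test, which is not independent evidence.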

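Cytochrome P450 genes of *rolD::acdS* roots included Csa09g011480 at 8.33 ± 2.08 against 3.67 ± 0.577 CPM and Csa17g018400 at 5 ± 1 against 1.67 ± 0.577 CPM in the control (SD, n = 3), log2 fold changes of 1.06 and 1.37 (adjusted p = 0.694 and 0.694 from limma). Csa17g018450 (CYP71B7) stood at 2, 1 and 1 CPM in *rolD::acdS* libraries and was listed at 0 in the control. Peroxidase CB, Csa04g034500, averaged 109 ± 18.2 against 64.3 ± 9.29 CPM, a log2 fold change of 0.76 (adjusted p = 0.694). Of the 16 P450 genes tested, 5 rose and 0 fell in *rolD::acdS* when adjusted over the list alone, and 1 rose in *P. migulae* 8R6-treated roots, Csa17g018400. These genes are the study's own choice, and the counts are not independent evidence. The 5 became 3 without control replicate 2.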

Four genes encoding cytochrome p450 enzymes and a gene encoding peroxidase CB (Csa04g034500) were up-regulated in roots of the *rolD::acdS* line. Interestingly, the expression of Csa03g055440 (peroxidase superfamily protein) was down-regulated in roots of *rolD::acdS* plants, whereas the expression of its homeolog (Csa17G083270) was down-regulated in the roots of the *35S::acdS* line. This indicates that the expression of homeologous genes and/or paralogous genes with the same function is dependent upon the level of acdS, and presumably the level of ethylene, in response to salt stress. 

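The peroxidase gene Csa03g055440 averaged 1.33 ± 0.577 CPM in *rolD::acdS* roots and 4 ± 1 CPM in control roots (SD, n = 3), a log2 fold change of -1.31 (adjusted p = 0.714 from limma). For *35S::acdS* roots its log2 fold change was -0.38. Csa17g083270 averaged 37.7 ± 12.1 CPM in *35S::acdS* roots and 97 ± 18.7 CPM in control roots, a log2 fold change of -1.39 (adjusted p = 0.653), and 51 ± 34.6 CPM in *rolD::acdS* roots, a log2 fold change of -1.12. Both genes thus had lower means than the control in both lines, and a direct test of *35S::acdS* against *rolD::acdS* gave log2 differences of 0.94 and -0.27 that did not pass. Adjusted over the list alone, 2 peroxidase genes fell in *rolD::acdS* and 0 in *P. migulae* 8R6-treated roots (5 and 0 at an unadjusted p under 0.05), on a list from the study that is not independent evidence. The 2 in *rolD::acdS* became 0 without control replicate 2 or 3 or *35S::acdS* replicate 1 or 3 or *rolD::acdS* replicate 2 or 3, 1 without control replicate 1 or *P. migulae* 8R6 replicate 2 or *35S::acdS* replicate 2 and 4 without *rolD::acdS* replicate 1.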

In general, it appears that acdS modulates the level of ROS in roots undergoing salt stress to enhance ROS signaling, but also alters the expression of genes encoding enzymes/proteins involved in preventing ROS damage to cells.

##### Biotic stress

The deployment of defenses against biotic and abiotic stress overlaps; however, activation of defenses specific to the stress being encountered is crucial to maximize plant fitness while not unnecessarily compromising growth and development (Huot et al., 2014). In this regard, most genes related to the defense response to biotic stress were down-regulated in roots of the *35S::acdS* line during salt treatment; these included Csa12G010010 and Csa10G008480 (pathogenesis-related 1 protein PR1), Csa05G006780 (chitinase), and Csa13G048800 (osmotin 34). In contrast, Csa10G040380 (defensin 1.2) and Csa06G020990 (glutamine-dependent asparagine synthase CaAS1) were up-regulated. 

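Genes of the salicylic acid-associated defence were at lower levels in *35S::acdS* roots. The PR1 genes Csa12g010010 and Csa10g008480 averaged 43.7 ± 3.21 against 114 ± 71.3 CPM and 4 ± 0 against 9 ± 3.61 CPM in the control, and osmotin 34, Csa13g048800, 14.7 ± 4.51 against 35.7 ± 9.24 CPM (SD, n = 3), with log2 fold changes of -1.18 for Csa12g010010 and -1.26 for Csa13g048800 (adjusted p = 0.703 and 0.333 from limma). The chitinase gene Csa05g006780 stood at 2, 2 and 1 CPM in the control and was listed at 0 in every *35S::acdS* and every *P. migulae* 8R6-treated library (adjusted p = 0.141 in *35S::acdS*), and it passed over all genes without the trend in limma's prior variance. Of 14 genes of this list, 12 fell in *35S::acdS* when adjusted over the list alone, 1 in *P. migulae* 8R6-treated and 0 in *rolD::acdS* roots (3 and 0 at an unadjusted p under 0.05). In a direct test 8 were lower in *35S::acdS* than in *rolD::acdS*. The study made the list from these libraries, which is not independent evidence, and the list was highest in replicate 2 of all 4 groups. Without any 1 library the 12 lay between 11 and 13, while the 8 between the lines became 3 without *rolD::acdS* replicate 2 and 4 without *35S::acdS* replicate 1.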

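Defensin 1.2 is an antimicrobial peptide that jasmonate and ethylene induce. Its gene Csa10g040380 averaged 108 ± 70.5 CPM in *35S::acdS* roots and 42.7 ± 11.1 CPM in control roots (SD, n = 3), a log2 fold change of 1.17 (adjusted p = 0.703 from limma). The *35S::acdS* libraries were spread at 188, 56 and 79 CPM. For the asparagine synthase gene Csa06g020990 the *35S::acdS* libraries stood at 71, 20 and 19 CPM and the control at 11, 6 and 12 CPM, without overlap.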

CaAS1 is required for asparagine synthesis and disease resistance in *A. thaliana* (Hwang et al., 2011), while over-expression of the gene encoding defensin 1.2 leads to a reduction in symptoms caused by the non-host pathogen *Cercospora beticola* (De Coninck et al., 2010). 

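In the *rolD::acdS* line, MLP-like protein 28, Csa07g037710, averaged 107 ± 26.1 against 45 ± 21.9 CPM in the control (SD, n = 3). The scorpion toxin-like knottin gene Csa05g006860, a small cysteine-rich defence peptide, averaged 6 ± 1 against 2.33 ± 0.577 CPM, and Csa16g032520 (MLP-like protein 34) 14 ± 4.36 against 5.67 ± 2.52 CPM. These are log2 fold changes of 1.36, 1.21 and 1.28 (adjusted p = 0.724, 0.722 and 0.694 from limma). All *rolD::acdS* libraries exceeded all control libraries in the 3 genes. In *35S::acdS* roots the log2 fold changes were -0.23, -0.37 and 0.68.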

Contrary to the *35S::acdS* line, most biotic stress-related genes were up-regulated in the *rolD::acdS* line under salt stress, including Csa07g037710 (MLP-like protein 28), Csa05g006860 (scorpion toxin-like knottin), and Csa16g032520 (MLP-Like Protein 34). 

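For the defensin gene Csa07g047380 the replicates within *rolD::acdS* differed widely, with 0, 5 and 11 CPM against 1, 0 and 0 CPM in the control. The log2 fold change was 2.13 (adjusted p = 0.730 from limma, n = 3), and *rolD::acdS* replicate 1 did not exceed the control. In *35S::acdS* libraries it stood at 3, 1 and 0 CPM.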

Another homeolog encoding defensin 1.2 (Csa07g047380) was also up-regulated in the *rolD::acdS* line. 

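Csa17g055720, annotated as a wound-responsive family protein, averaged 3.67 ± 1.15 CPM in *rolD::acdS* roots and 10.3 ± 5.13 CPM in control roots (SD, n = 3), a log2 fold change of -1.31 (adjusted p = 0.733 from limma). All *rolD::acdS* libraries were below all control libraries. Within *35S::acdS* roots the gene averaged 6.67 ± 6.66 CPM, a log2 fold change of -1.03, and in *P. migulae* 8R6-treated roots 15 ± 4.36 CPM.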

The only biotic defense gene that was down-regulated in the *rolD::acdS* line was Csa17g055720, which encodes a wound-responsive protein. In roots of plants treated with *P. migulae* 8R6, genes encoding basic secretory protein (Csa15g071190) and phytoalexin-deficient 3 (Csa10g045180) were up-regulated, but a gene encoding a legume lectin family protein involved in the SA-related defense response was down-regulated. 

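In *P. migulae* 8R6-treated roots the basic secretory protein gene Csa15g071190 averaged 10 ± 1.73 against 4.67 ± 0.577 CPM in the control (SD, n = 3), a log2 fold change of 1.02 (adjusted p = 0.874 from limma). Csa10g045180, annotated as an RmlC-like cupin, averaged 3.67 ± 0.577 against 1.33 ± 0.577 CPM, a log2 fold change of 1.22 (adjusted p = 0.874). The cytochrome P450 gene Csa06g006620, the ortholog of *A. thaliana* phytoalexin-deficient 3, which completes camalexin synthesis, averaged 3.33 ± 0.577 against 1 ± 0 CPM, a log2 fold change of 1.34 (adjusted p = 0.874). In none of the 3 genes did a *P. migulae* 8R6-treated library overlap the control.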

*Phytoalexin-deficient 3* is highly expressed in response to pathogens and specific abiotic triggers (Chapman et al., 2016). Interestingly, genes encoding thionins were down-regulated in both the PGPB-treated plants and the *35S::acdS* line, but were up-regulated in the *rolD::acdS* line. 

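Thionin genes differed between the treatments in direction. In plants treated with *P. migulae* 8R6 Csa13g048920 averaged 1.33 ± 0.577 CPM and in *35S::acdS* roots 3 ± 1 CPM, against 10.7 ± 5.03 CPM in *rolD::acdS* and 7 ± 3.46 CPM in the control (SD, n = 3). Csa15g014900 averaged 17.3 ± 4.73 CPM in *35S::acdS* and 31.7 ± 4.04 CPM in the control, and Csa01g012200 45 ± 10.1 CPM in *rolD::acdS* and 21.7 ± 7.77 CPM in the control. The log2 fold changes were -1.94 for Csa13g048920 in *P. migulae* 8R6-treated, -0.88 for Csa15g014900 in *35S::acdS* and 1.08 for Csa01g012200 in *rolD::acdS* roots (adjusted p = 0.874, 0.359 and 0.694 from limma). Of 8 thionin genes, 1 fell in *P. migulae* 8R6-treated, 3 fell in *35S::acdS* and 1 rose in *rolD::acdS* roots when adjusted over the list alone. Tested directly in the same way, 7 were lower in *35S::acdS* than in *rolD::acdS* and 5 lower in *P. migulae* 8R6-treated than in *rolD::acdS*. The study drew these genes from the same libraries, so the counts are not independent evidence. The 1 that fell in *P. migulae* 8R6-treated roots became 0 without control replicate 1 or 2 or *P. migulae* 8R6 replicate 1 or 3, 2 without *P. migulae* 8R6 replicate 2 or *rolD::acdS* replicate 2 and 4 without control replicate 3. For the 3 that fell in *35S::acdS*, the counts were 0 without *35S::acdS* replicate 1, 1 without control replicate 1 or 2 or *35S::acdS* replicate 3 and 6 without control replicate 3. For the 1 that rose in *rolD::acdS*, they were 0 without control replicate 3, 2 without control replicate 1 and with median-of-ratios size factors and 3 without control replicate 2 or *rolD::acdS* replicate 2. The 7 and 5 of the direct tests moved by less than 1.5 times without any 1 library.

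**Figure D2:**
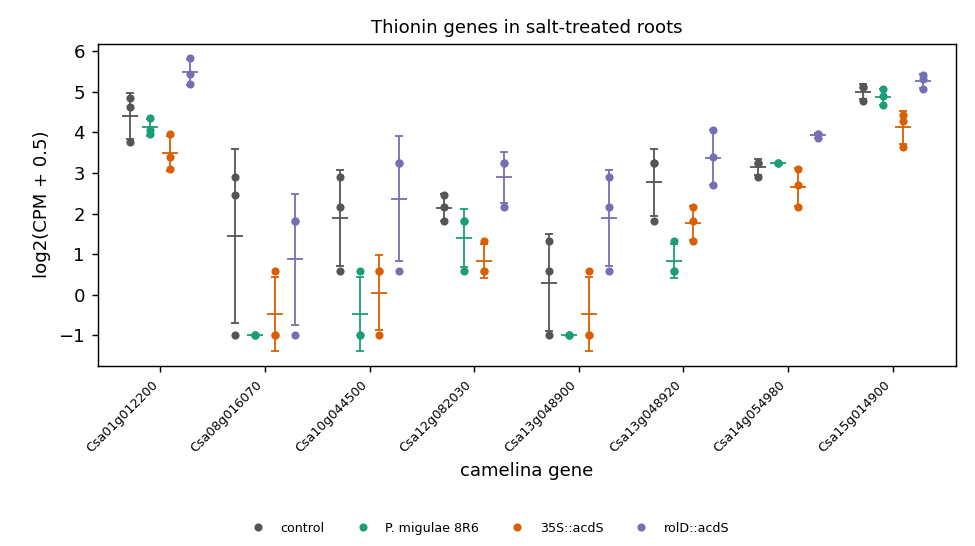
Values of the thionin genes, shown as log2(CPM + 0.5) per library by group, with the mean and SD of 3 libraries as bars. Equal values lie on top of each other, and the *rolD::acdS* libraries of Csa01g012200, at 43, 36 and 56 CPM, sit above all others.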

Thionins are small, sulfur-rich proteins that have been suggested to be involved in defense against bacterial and fungal pathogens (Bohlmann, 1994; Nawrot et al., 2014).

Down-regulation of genes involved in biotic stress was expected since ethylene is a major player in defense signaling and functions as an important modulator of plant immunity during host–pathogen interactions (Pieterse et al., 2012). However, it seems that in the *rolD::acdS* line, which expresses markedly lower levels of *acdS* (Heydarian et al., 2016), the amount of ethylene remaining may better balance the expression of genes involved in abiotic and biotic stress responses so as to not compromise growth or negatively impact the plant’s defense systems.

##### Abiotic stress

With the exception of genes encoding heat shock proteins or proteins involved in redox state, no other genes related to a specific abiotic stress were differentially regulated in response to salt in roots of the *35S::acdS* line or in plants treated with *P. migulae* 8R6. Conversely, in the *rolD::acdS* line, a gene encoding annexin 4 (Csa04g052610) orthologous to the *A. thaliana* AT2G38750 gene induced in response to ABA, cold, heat, osmotic, and salt stress, as well as Csa13g018780 (cold-regulated protein COR6.6) were up-regulated twofold.

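Annexin 4, Csa04g052610, a calcium-dependent membrane-binding protein, averaged 20 ± 6.25 CPM in *rolD::acdS* roots and 9.33 ± 1.53 CPM in control roots (SD, n = 3), a log2 fold change of 1.03 (adjusted p = 0.694 from limma). Csa13g018780, a cold-regulated protein, averaged 26.7 ± 7.23 against 13.3 ± 2.08 CPM, a log2 fold change of 0.95 (adjusted p = 0.724). All *rolD::acdS* libraries exceeded the control in both. The log2 fold changes in *35S::acdS* roots were 0.13 and -0.35, and in *P. migulae* 8R6-treated roots 0.35 and -0.62.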

#### Signaling

##### Transcription factors (TFs)

Adaptation to salinity stress involves several different physiological mechanisms whose deployment is regulated and coordinated at the transcriptional level by specific TFs. 

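The zinc finger gene Csa14g035300 (ZAT10), a repressor that salt and other stresses induce, averaged 42.3 ± 16.5 CPM in *P. migulae* 8R6-treated roots and 16.7 ± 4.16 CPM in control roots (SD, n = 3), a log2 fold change of 1.26 (adjusted p = 0.874 from limma). The *P. migulae* 8R6-treated libraries stood at 24, 47 and 56 CPM and those of *35S::acdS* at 79, 14 and 20 CPM. For *rolD::acdS* roots it averaged 19.7 ± 5.13 CPM. A further transcription factor gene of the study's list for *P. migulae* 8R6-treated roots, Csa06g012860 (MYB121), averaged 10 ± 1 against 25.7 ± 15.3 CPM, a log2 fold change of -1.16.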

In plants treated with *P. migulae* 8R6, only a single TF gene, that encoding the zinc finger TF ZAT10 (Csa14g035300), was up-regulated. In *A. thaliana*, ZAT10/12 mediates the anti-oxidant defense and maintains ion homeostasis during salt stress (Xie et al., 2012).

A few genes encoding TFs, such as Csa19G001330 (NAC44), Csa10G003940 (bHLH orthologous to AT4G36930) and Csa04G046570 (phytochrome interacting factor 3-like 5 orthologous to AT3G59060) were up-regulated in roots of the *35S::acdS* line in response to salt. 

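In the *35S::acdS* line NAC44, Csa19g001330, averaged 9.67 ± 1.53 against 4 ± 1.73 CPM in the control (SD, n = 3), a log2 fold change of 1.25 (adjusted p = 0.374 from limma). Phytochrome interacting factor 3-like 5, Csa04g046570, averaged 6 ± 1.73 against 2.33 ± 0.577 CPM, a log2 fold change of 1.19 (adjusted p = 0.653). Both genes were above the control in every *35S::acdS* library. Their log2 fold changes in *rolD::acdS* roots were 0.46 and -0.19.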

The TF encoded by AT3G59060 is involved in ethylene and auxin signaling, as well as red light photo-transduction (Miyazaki et al., 2016). The TF encoded by AT4G36930 is a negative regulator of seed germination and is involved in regulation of the circadian rhythm, as well as carpel, flower and fruit development in *A. thaliana* (Makkena and Lamb, 2013). About 15 genes encoding TFs belonging to the WRKY, zinc finger, basic helix-loop-helix (bHLH), MYB and homeobox families were down-regulated in roots of the *35S::acdS* line. Among them were those encoding WRKY51 (Csa02G073920 and Csa18G038500) and WRKY54 (Csa05G011960) that were down-regulated 2- to 11-fold. 

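Among the transcription factor genes lower in *35S::acdS* roots were those of the circadian clock. The LHY genes Csa03g002180, Csa14g002120 and Csa17g001540 averaged 36.3 ± 4.04 against 64 ± 7 CPM, 34 ± 4.58 against 63 ± 7 CPM and 38.3 ± 4.04 against 68 ± 8.19 CPM in the control (SD, n = 3), log2 fold changes of -0.81, -0.88 and -0.82 (adjusted p = 0.357, 0.357 and 0.457 from limma). The Dof gene Csa17g034060 averaged 2 ± 0 against 5.67 ± 1.15 CPM, and CONSTANS-like 1, Csa13g018660, stood at 1, 2 and 2 CPM in *35S::acdS* libraries and 1, 0 and 0 CPM in the control. The LHY genes had similar log2 fold changes in *rolD::acdS* roots, at -0.82, -0.87 and -0.87. Of 6 clock-associated genes, 5 fell and 1 rose in *35S::acdS*, 3 fell in *rolD::acdS* and 0 in *P. migulae* 8R6-treated roots when adjusted over the list alone (0 at an unadjusted p under 0.05 in *P. migulae* 8R6-treated). The list was set by the study on these libraries and is not independent evidence. Lower clock genes in *35S::acdS* came to 1 without control replicate 1, 2 without *35S::acdS* replicate 3 and 3 with quantile normalization, and in *rolD::acdS* to 0 without control replicate 1 or *rolD::acdS* replicate 2 and 5 without control replicate 2.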

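WRKY51 and WRKY54 are transcription factors of defence signalling. For *35S::acdS* roots the WRKY51 genes Csa02g073920 and Csa18g038500 averaged 5 ± 0 against 10.7 ± 0.577 CPM and 7.67 ± 1.15 against 15.7 ± 2.52 CPM in the control (SD, n = 3), log2 fold changes of -1.02 and -0.98 (adjusted p = 0.495 and 0.500 from limma). For Csa02g073920 the test passed when only the *35S::acdS* and control libraries were fitted, where the *35S::acdS* values are equal whole numbers. Csa05g011960 (WRKY54) stood at 1, 2 and 3 CPM in the control and was listed at 0 in every *35S::acdS* library (adjusted p = 0.432). In *rolD::acdS* roots the log2 fold changes were -0.41 and -0.29.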

WRKY51 is involved in the JA-related defense response pathway, while WRKY54 is a negative regulator of leaf senescence involved in osmotic stress tolerance (Li et al., 2013).

In roots of the *rolD::acdS* line, Csa01g002130, Csa15g002200, and Csa19g004650 (Lateral Organ Boundaries domain-containing 41) were down-regulated, while other TF genes were up-regulated, for example Csa05g064600 (MYB50; 14-fold) and Csa11g025000 (MYB-like 102; 6-fold). 

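The LBD41 genes belong to the low-oxygen-responsive genes, with pyruvate decarboxylase, an enzyme of fermentation. Within *rolD::acdS* roots Csa01g002130, Csa15g002200 and Csa19g004650 averaged 10.3 ± 3.21 against 33.3 ± 22.7 CPM, 15.3 ± 5.77 against 45.7 ± 30.1 CPM and 23 ± 7.81 against 52.3 ± 22.7 CPM in the control (SD, n = 3), log2 fold changes of -1.47, -1.41 and -1.13 (adjusted p = 0.713, 0.710 and 0.697 from limma). The control was spread, as in Csa15g002200 with 24, 33 and 80 CPM. Csa11g025000 (MYB-like 102) was at 1, 1 and 2 CPM in *rolD::acdS* libraries and listed at 0 in all others (adjusted p = 0.231), and passed without the trend in limma's prior variance. Of 7 low-oxygen-responsive genes, 6 fell in *rolD::acdS* when adjusted over the list alone, and 0 in *35S::acdS* and 0 in *P. migulae* 8R6-treated roots (0 and 0 at an unadjusted p under 0.05). Because the study chose these genes, the counts are not independent evidence. The 6 became 0 without control replicate 3 or *rolD::acdS* replicate 2 or 3, whereas all 7 were higher in *P. migulae* 8R6-treated than in *rolD::acdS* roots by that test with any 1 library left out.

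**Figure D3:**
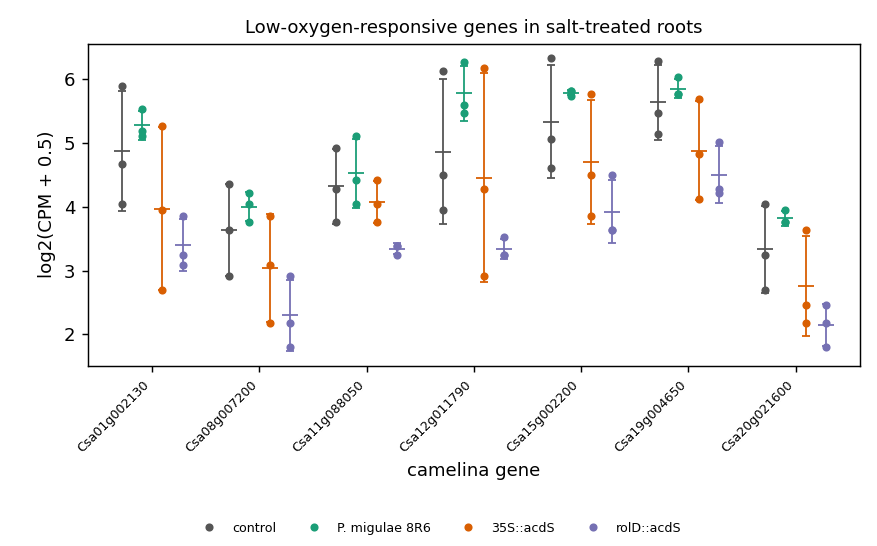
Values of the low-oxygen-responsive genes, shown as log2(CPM + 0.5) per library by group, with the mean and SD of 3 libraries as bars. Points at the same value overlie each other, and the *rolD::acdS* libraries of Csa15g002200, at 22, 12 and 12 CPM, sit below all control libraries.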

Members of the Lateral Organ Boundaries family are found in the base of lateral roots and are important in lateral organ development, in particular for a subset of JA-regulated mediated defenses (Shuai et al., 2002; Thatcher et al., 2012). MYB50 is involved in cell differentiation, regulation of stomatal movement, and response to auxin, gibberellin, JA and SA. AtMYB102 is expressed in response to both wounding and osmotic stress (Denekamp and Smeekens, 2003). Genes encoding MYB2 (Csa04g066350) and MYB29 (Csa08g056690) were up-regulated threefold in the *rolD::acdS* line. 

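MYB2, Csa04g066350, averaged 6.33 ± 2.08 CPM in *rolD::acdS* roots and 2 ± 1 CPM in control roots (SD, n = 3), a log2 fold change of 1.48 (adjusted p = 0.694 from limma). It averaged 5.67 ± 1.53 CPM in *35S::acdS* roots, a log2 fold change of 1.35, and was above the control in all libraries of both lines. MYB29, Csa08g056690, averaged 26.7 ± 7.51 against 10.7 ± 2.52 CPM, a log2 fold change of 1.27 (adjusted p = 0.694). Csa08g056690 is counted with the glucosinolate genes and is not on the MYB list. Of 3 MYB genes on the MYB list, 2 rose in *rolD::acdS* and 1 in *35S::acdS* when adjusted over the list alone, and 0 in *P. migulae* 8R6-treated roots (0 at an unadjusted p under 0.05). The list is from the study and not independent evidence.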

MYB2 is involved in regulating salt- and dehydration-responsive genes and MYB29 acts as a negative regulator of mitochondrial stress and is involved in glucosinolate biosynthesis (Yu et al., 2012; Araki et al., 2013). 

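Most of the bHLH genes on the list had higher levels in *rolD::acdS* roots than in the control. Csa16g044520 averaged 64.3 ± 8.74 against 37 ± 3.46 CPM in the control, Csa07g064290 31 ± 10.1 against 8.67 ± 4.16 CPM and Csa09g097670 30 ± 9.85 against 12.7 ± 5.77 CPM (SD, n = 3), log2 fold changes of 0.79, 1.85 and 1.28 (adjusted p = 0.231, 0.694 and 0.695 from limma). Of 10 bHLH genes tested, 8 rose in *rolD::acdS* when adjusted over the list alone, 0 in *35S::acdS* and 0 in *P. migulae* 8R6-treated roots (1 and 0 at an unadjusted p under 0.05). In direct tests 7 were lower in *35S::acdS* than in *rolD::acdS* and 9 lower in *P. migulae* 8R6-treated than in *rolD::acdS*. AP2/ERF genes that rose in *rolD::acdS* by the same test numbered 2, among them Csa02g075520 (TOE family) at 4.33 ± 0.577 against 1.67 ± 0.577 CPM. The study chose both lists, so they are not independent evidence, and the bHLH list was lowest in replicate 2 of all 4 groups. The 8 bHLH genes became 0 without *rolD::acdS* replicate 3 and 1 without control replicate 2, and the 2 AP2/ERF genes 4 without control replicate 1.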

Nine genes encoding bHLH TFs and five genes encoding APETALA2/ethylene response factor (AP2/ERF) proteins, including Csa17g069360 and Csa03g046520 encoding Ap2.6, were up- regulated two–ninefold in the *rolD::acdS* line. AP2/ERF TFs are mediators of stress responses and developmental programs. *AP2.6* is responsive to salt and drought stress, possibly through an ABA-dependent pathway (Zhu et al., 2010).

#### Transporters Involved in Ion Homeostasis

Many quantitative trait loci (QTL) associated with salt-tolerance in plants map to genes involved in ion transport (Kader and Lindberg, 2010). Influx of Na^+^ causes membrane depolarization and a significant outward K^+^ current (Anschütz et al., 2014; Véry et al., 2014). About 10 genes related to ion transport were down-regulated and 14 genes up-regulated in *35S::acdS* plants in response to salt stress compared to the control. However, while a few genes encoding transporters were differentially expressed in the *rolD::acdS* line or plants treated with *P. migulae* 8R6, none were related to ion transport. This suggests that the level of acdS, and therefore ethylene, influences ion transport dynamics in root cells.

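Transport genes for potassium, sodium and calcium were mostly at lower levels in *35S::acdS* roots. Of 9 tested, 7 fell and 1 rose when adjusted over the list alone, a list that the study chose and that is not independent evidence. The gene that rose was Csa15g040690, a calcium-transporting ATPase, at 10 ± 6.08 against 3.67 ± 1.15 CPM in the control (SD, n = 3), a log2 fold change of 1.22 (adjusted p = 0.667 from limma). Among the aquaporin genes, which carry water, Csa05g014270 averaged 9 ± 1 against 3.33 ± 0.577 CPM and Csa06g039470 111 ± 9.87 against 192 ± 34.8 CPM, and 0 of 5 rose and 0 fell in *35S::acdS* by the same test (2 and 1 at an unadjusted p under 0.05), where Csa06g039470 missed the fold limit with a log2 fold change of -0.77 (adjusted p = 0.0388 from limma, adjusted over the list alone). The 7 became 4 without control replicate 1 or 2 or *35S::acdS* replicate 1, and the 1 that rose 0 without control replicate 1 or 2 or *P. migulae* 8R6 replicate 2 or *35S::acdS* replicate 1 or 3 or *rolD::acdS* replicate 1 or 2.

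**Figure D4:**
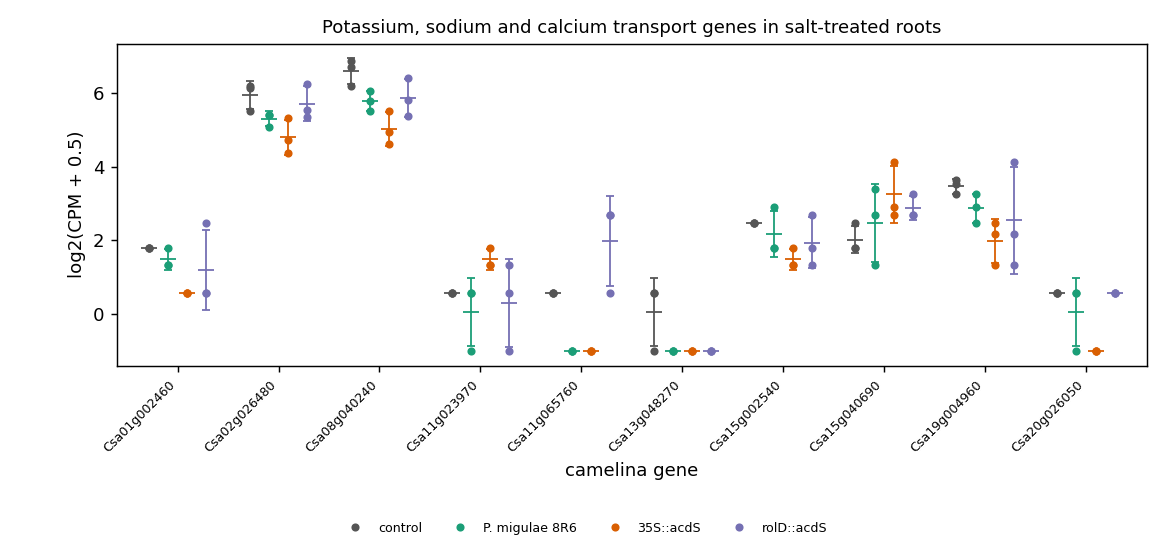
Values of the genes for potassium, sodium and calcium transport, shown as log2(CPM + 0.5) per library by group, with the mean and SD of 3 libraries as bars. Equal values lie on top of each other, and the *35S::acdS* libraries of Csa08g040240, at 24, 45 and 30 CPM, sit below all control libraries at 104, 115 and 72 CPM.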

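In *P. migulae* 8R6-treated and *rolD::acdS* roots, 0 and 0 of the potassium, sodium and calcium transport genes were higher and 0 and 0 lower by limma, also when adjusted over the list alone (3 lower in *P. migulae* 8R6-treated, and 1 higher and 1 lower in *rolD::acdS*, at an unadjusted p under 0.05). The HKT1 genes Csa02g026480 and Csa08g040240 averaged 39 ± 5.20 and 55 ± 10.5 CPM in *P. migulae* 8R6-treated roots, with log2 fold changes of -0.65 and -0.80, and in all *P. migulae* 8R6-treated libraries both lay below the control (n = 3). In the *rolD::acdS* line the log2 fold changes were -0.24 and -0.72. Tested directly, 4 of the genes were lower in *35S::acdS* than in *rolD::acdS* when adjusted over the list alone, which is not independent evidence for the study's genes. For Csa08g040240 the log2 difference between *35S::acdS* and *rolD::acdS* was -0.84. The 4 between the lines became 2 without *35S::acdS* replicate 1 or 3 or *rolD::acdS* replicate 1.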

K^+^ uptake generally occurs via active transport by H^+^-ATPases and there is a strong positive correlation between H^+^-ATPase activity and salinity stress tolerance in several species (Chen et al., 2007; Bose et al., 2015). 

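HKT1 transporters draw sodium out of the xylem and so limit its passage to the shoot. In *35S::acdS* roots Csa02g026480 averaged 28.3 ± 9.71 against 62.3 ± 15.0 CPM in the control and Csa08g040240 33 ± 10.8 against 97 ± 22.3 CPM (SD, n = 3). These were log2 fold changes of -1.15 and -1.56 (adjusted p = 0.424 and 0.332 from limma), and every *35S::acdS* library was below every control library. No transport gene of the list had a smaller adjusted p in *35S::acdS* than Csa08g040240.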

Several genes that were down-regulated in the *35S::acdS* line are involved in the maintenance of cellular K^+^, such as Csa02G026480 and Csa08G040240 which encode the high-affinity K^+^ transporter 1, HKT1. 

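Potassium channel genes were scarce in these roots and lower still in *35S::acdS*. KAT1, Csa11g065760, was at 1, 1 and 1 CPM in the control, listed at 0 in every *35S::acdS* and *P. migulae* 8R6-treated library, and at 1, 6 and 6 CPM in *rolD::acdS* (adjusted p = 0.516 in *35S::acdS* from limma). Csa19g004960, Csa01g002460 and Csa15g002540, annotated as the stelar outward rectifier that loads potassium into the xylem, averaged 3.67 ± 1.53 against 10.7 ± 1.53 CPM, 1 ± 0 against 3 ± 0 CPM and 2.33 ± 0.577 against 5 ± 0 CPM in the control (SD, n = 3). Their log2 fold changes were -1.49, -1.22 and -0.98 (adjusted p = 0.652, 0.578 and 0.630). Csa11g065760 and Csa01g002460 passed when only the *35S::acdS* and control libraries were fitted, where the whole-number values within each group are equal and leave no variance. In a direct test Csa11g065760 was lower in *35S::acdS* than in *rolD::acdS*, with adjusted p = 0.000507 from limma, adjusted over the list alone, which is not independent evidence.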

Other down-regulated genes included Csa11G065760 (KAT1) that encodes an inward-rectifying K^+^ channel, as well as Csa19G004960, Csa01G002460, and Csa15G002540 which encode the K^+^ transporter, AKT1. AKT1 is involved in the efflux of K^+^ from root stellar and guard cells so that it may be transported into the xylem (Hwang et al., 2013). Increase in cytosolic K^+^ levels, for example via increased H^+^-ATPase activity, triggers programed cell death (Demidchik, 2014). In contrast, Csa11G023970 (potassium transport 2/3) was up-regulated.

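Csa11g023970, annotated as potassium transport 2/3, averaged 2.33 ± 0.577 CPM in *35S::acdS* roots and 1 ± 0 CPM in control roots (SD, n = 3), a log2 fold change of 0.90 (adjusted p = 0.770 from limma). The *35S::acdS* libraries stood at 2, 3 and 2 CPM. In *P. migulae* 8R6-treated and *rolD::acdS* roots the libraries held 0, 1 and 1 and 1, 0 and 2 CPM.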

In addition to K^+^, changes in the concentration of cytosolic Ca^2+^ with specific amplitude and duration are also vital to plant salinity tolerance. In *A. thaliana* and maize, salt stress leads to a reduction in the concentration of cytosolic Ca^2+^ in roots, while cell cytosolic Ca^2+^ increases in other species (Kader and Lindberg, 2010). One the several genes encoding proteins involved in ion transport that were differentially regulated in roots of the *35S::acdS* line was Csa13G048270, which encodes a component of a cyclic nucleotide gated ion channel (CNGC). 

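The channel gene Csa13g048270 was at the limit of detection, with 1, 1 and 0 CPM in the control libraries. It was listed at 0 in every library of *35S::acdS*, *rolD::acdS* and *P. migulae* 8R6-treated roots (n = 3 each). Csa13g048270 therefore did not reach the filter of 1 CPM in 3 libraries and was not tested.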

Orthologs of this gene encode calcium-permeable, non-selective cation channels that are permeable to Na^+^ and, thus, represent a likely entry point of Na^+^ into the cell (Deinlein et al., 2014). Another gene (Csa20G026050) encoding a Na^+^/Ca^2+^ exchanger similar to CAX7 was also down-regulated. This channel has a high capacity for transporting Ca^2+^ (Carafoli et al., 2001) and promotes leaf senescence in *A. thaliana* through control of ROS homeostasis. 

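The exchanger gene Csa20g026050 stood at 1, 1 and 1 CPM in the control and was listed at 0 in every *35S::acdS* library (adjusted p = 0.369 from limma, n = 3). It was at 1, 1 and 1 CPM in *rolD::acdS* and 1, 0 and 1 CPM in *P. migulae* 8R6-treated libraries. For Csa20g026050 the test passed when the *35S::acdS* and control libraries alone were fitted, where the whole-number values within each group are equal and leave no variance.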

Over-expression *CAX7* led to ROS accumulation and accelerated senescence in leaves (Li et al., 2016).

#### Growth and Development

Plants are constantly altering the architecture of their root systems to acclimate to changing soil environments and to optimize resource uptake (Wang et al., 2009). In accordance, a multitude of genes involved is aspects of growth and development were differentially regulated in camelina lines expressing *acdS* or in plants treated with *P. migulae* 8R6.

It has been suggested that roots coordinate growth at the whole plant level during the onset of flowering (Bouché et al., 2016). About 200 genes involved in flower development are expressed in the roots of *A. thaliana* and 595 genes are differentially expressed in roots of plants grown under conditions that induce early flowering (Bouché et al., 2016). In roots of plants treated with *P. migulae* 8R6, a gene encoding Brother of Flowering Locus T and Terminal Flower 1 (BFT) (Csa11g098840) was down-regulated fourfold. BFT proteins repress floral development under salt stress and *BFT* expression is induced by high salinity in an ABA-dependent manner (Ryu et al., 2011).

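Centroradialis is a relative of TFL1 and keeps meristems from flowering. Csa07g061090 averaged 9.33 ± 6.43 CPM in *35S::acdS* roots and 28.7 ± 9.29 CPM in control roots (SD, n = 3), a log2 fold change of -1.87 (adjusted p = 0.556 from limma). All *35S::acdS* libraries lay below the control. In *rolD::acdS* and *P. migulae* 8R6-treated roots it averaged 22 ± 10.4 and 17.3 ± 5.51 CPM, log2 fold changes of -0.41 and -0.70.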

As with plants treated with *P. migulae* 8R6, roots of the *35S::acdS* line also exhibited down-regulation of genes involved in floral development, such as Csa07G061090 which encodes centroradialis (CEN). *CEN* genes are down-regulated as floral meristem identity genes are up-regulated (Amaya et al., 1999). In addition, 2 camelina homeologs (Csa17G023890 and Csa03G021940) encoding the phosphatidylethanolamine-binding proteins, Mother of FT (MFT) and TFL1, which are positive regulators of seed germination, were also down-regulated. 

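The phosphatidylethanolamine-binding protein genes Csa17g023890 and Csa03g021940 averaged 10.7 ± 2.89 against 24 ± 1.73 CPM and 12.7 ± 4.62 against 25.7 ± 7.37 CPM in *35S::acdS* and control roots (SD, n = 3). Log2 fold changes were -1.16 and -1.01 (adjusted p = 0.357 and 0.490 from limma), without overlap of the libraries. For *rolD::acdS* roots the log2 fold changes were -0.61 and -0.56.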

MFT is expressed in response to ABA in the radical-hypocotyl transition zone of the embryo, and *mft* loss-of-function mutants are hypersensitive to ABA during seed germination (Xi et al., 2010).

Csa05G059530 (orthologous to AT1G54560 encoding a myosin family protein with Dil domain 2) and Csa08G054360(annexin 7) were down-regulated. 

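The myosin gene Csa05g059530, a motor protein of the actin skeleton, averaged 17.3 ± 2.31 CPM in *35S::acdS* roots and 30.7 ± 3.06 CPM in control roots (SD, n = 3), a log2 fold change of -0.81 (adjusted p = 0.171 from limma). Annexin 7, Csa08g054360, averaged 12 ± 1.73 against 22 ± 3.46 CPM, a log2 fold change of -0.85 (adjusted p = 0.307). Every *35S::acdS* library was below every control library in both genes. In *rolD::acdS* roots they had log2 fold changes of -0.22 and -0.28.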

AT1G54560 is involved in pollen growth and annexin 7 is involved in cell organization in response to biotic stress, including salinity stress (Xu et al., 2016). Other genes that were down-regulated in the *35S::acdS* line were Csa10G017960 (SWEET 14) and Csa02G039390 (SWEET13) which encode sucrose efflux transporters. 

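SWEET proteins release sugar from cells. Within *35S::acdS* roots Csa10g017960 averaged 19 ± 5.29 against 37.7 ± 2.52 CPM in the control (SD, n = 3), a log2 fold change of -1.01 (adjusted p = 0.494 from limma). Csa02g039390 averaged 12.3 ± 2.52 against 23 ± 7 CPM, a log2 fold change of -0.85 (adjusted p = 0.723). Csa10g017960 was the 1 sugar transporter gene that fell in *35S::acdS* when adjusted over the list alone, which is not independent evidence for a gene the study picked.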

SWEET 14 and SWEET13 are required for proper development of anthers, seeds and seedlings and in modulating the GA response (Kanno et al., 2016). In contrast, some genes that positively regulate growth and development were up-regulated in roots of the *35S::acdS* line, including Csa04G067870 (rubber elongation factor protein; REF). 

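Csa04g067870, the rubber elongation factor protein, averaged 5.33 ± 0.577 CPM in *35S::acdS* roots and 2.33 ± 0.577 CPM in control roots (SD, n = 3). All *35S::acdS* libraries exceeded all control libraries, a log2 fold change of 1.06 (adjusted p = 0.644 from limma). In *rolD::acdS* and *P. migulae* 8R6-treated roots Csa04g067870 had log2 fold changes of 0.46 and -0.12.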

REF is a positive regulator of growth and development in response to water deprivation (Kim et al., 2016).

In the *rolD::acdS* line, genes that influence flower development were also differentially regulated, including Csa01g019170 (JA-responsive 1) which was up-regulated. This protein is involved in the vegetative to reproductive phase transition of meristem responding to various stimuli including JA, cold, salt, and wounding (Xiao et al., 2015). 

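Csa01g019170, annotated as a mannose-binding lectin, averaged 257 ± 63.6 CPM in *rolD::acdS* roots and 129.7 ± 20.1 CPM in control roots (SD, n = 3), a log2 fold change of 0.97 (adjusted p = 0.694 from limma). All *rolD::acdS* libraries were above the control and above the *35S::acdS* libraries, which averaged 96.7 ± 12.1 CPM. The direct test of *35S::acdS* against *rolD::acdS* gave a log2 difference of -1.38, and adjusted p = 0.00157 from limma, adjusted over the list alone, which is not independent evidence for a gene of the study's list.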

Csa19g023540 (SWEET16) was up-regulated twofold and tight regulation of this gene is important for optimal development under non-favorable and stress conditions in *A. thaliana* (Klemens et al., 2013).

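SWEET16, Csa19g023540, a sugar carrier of the vacuole membrane, averaged 13 ± 4 CPM in *rolD::acdS* roots and 6.67 ± 0.577 CPM in control roots (SD, n = 3), a log2 fold change of 0.87 (adjusted p = 0.694 from limma). It averaged 5.67 ± 0.577 CPM in *35S::acdS* roots, and the direct test between the lines gave a log2 difference of -1.09 with adjusted p = 0.00265 from limma, adjusted over the list alone. Of 8 sugar transporter genes, 1 rose in *rolD::acdS* and 0 in *P. migulae* 8R6-treated roots by that test (0 at an unadjusted p under 0.05), on the study's own list, which is not independent evidence.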

Interestingly, many of the genes that were differentially expressed in the *35S::acdS* and *rolD::acdS* lines or plants treated with *P. migulae* 8R6 were involved in some aspect of inflorescence architecture, flowering or germination; however, their roles in root development have not been studied. It is possible that the product of these genes is transferred to the shoot; however, this needs to be proven. It has also been suggested that the root circadian clock and cytokinin biosynthesis act as a feed-forward loop toward the shoot (Bouché et al., 2016). In *A. thaliana*, FT-like proteins exported from the leaves induce tuberization in potato and bulb formation in onion. These reports indicate that developmental signals originating from the leaf can reach the underground organs and possibly vice-versa (Lee et al., 2013; Navarro et al., 2014; Bouché et al., 2016).

## Conclusion

The mechanism used to deliver acdS affected the degree of protection provided against salt stress. Based on physiological data from this study with NaCl and our previous study with a natural saline condition (Heydarian et al., 2016), endophytic PGPB were more effective than rhizospheric PGPB in maintaining camelina growth under salt stress. In our earlier study, expression of the *acdS* gene in camelina under the control of either the CaMV *35S* and *rolD* promoters enhanced vegetative plant development in the presence of natural saline conditions (Heydarian et al., 2016), as this was also the case in the presence of NaCl (**Figure 1**). However, in both salt stress situations, expression of *acdS* under the direction of the root-specific *rolD* promoter was more effective than the CaMV *35S* promoter. This was also noted in other studies, for example, acdS had a more positive effect on salt and nickel stress tolerance in *Brassica napus* when expressed under the direction of the *rolD* compared to the CaMV *35S* promoter (Stearns et al., 2005; Sergeeva et al., 2006). This was proposed to be due to precise localization of acdS activity and corresponding reduction of ethylene only in the root system where the salt stress is incurred (Stearns et al., 2005).

Gene expression patterns in roots in response to salt stress were also dependent upon the mechanism used to deliver acdS. 

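Genes with an unadjusted p under 0.05 from limma numbered 3620 between *35S::acdS* and *rolD::acdS* roots. They numbered 5796 between *P. migulae* 8R6-treated and *35S::acdS*, and 6232 between *P. migulae* 8R6-treated and *rolD::acdS*. With independent libraries, 2405 would be met by chance in each comparison. Other splits of the same libraries gave up to 5540, 8181 and 7071 such genes, so these counts do not show an effect of delivery. After adjustment over all genes, 2 genes were higher in *35S::acdS* than in *rolD::acdS*, Csa11g007100 and Csa20g039340, and 0 differed between *P. migulae* 8R6-treated and *35S::acdS*. Between *P. migulae* 8R6-treated and *rolD::acdS*, 3 genes were higher and 1 was lower in *P. migulae* 8R6-treated roots. Csa00485s040 averaged 13.7 ± 0.577 CPM in *P. migulae* 8R6-treated and 5.67 ± 1.15 CPM in *rolD::acdS* roots (SD, n = 3), a log2 difference of 1.21 (adjusted p = 0.0230). Csa11g007100 and Csa20g039340 were at 1 CPM in every *P. migulae* 8R6-treated library and 0 in every *rolD::acdS* library, and Csa12g033440 was at 0 in every *P. migulae* 8R6-treated and 2 CPM in every *rolD::acdS* library (adjusted p = 0.0347). None of the calls between *35S::acdS* and *rolD::acdS* stood with noise within the rounding of the values, and the 4 between *P. migulae* 8R6-treated and *rolD::acdS* numbered 53 without *rolD::acdS* replicate 1 and 0 without replicate 2 of either group or with a pseudocount of 1. The paper states that expression in roots depends on how *acdS* is delivered, and it points to the share of up- and down-regulated genes in each treatment and to the hormone pathways they touch, ethylene and abscisic acid for *P. migulae* 8R6-treated roots and auxin, jasmonate and brassinosteroids for the transgenic lines.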

In roots of both PGPB-treated plants and the *rolD::acdS* line, the number of up-regulated genes was higher than down-regulated genes (1.4-fold in plants treated with *P. migulae* 8R6 and 3.5-fold in the *rolD::acdS* line); while the number of the genes that were down-regulated in the *35S::acdS* line was higher than the number of genes that were up-regulated (1.3-fold). 

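Without adjustment, genes with a p under 0.05 and an absolute log2 fold change above 0.8 numbered 192 higher and 198 lower in *P. migulae* 8R6-treated roots, 256 and 269 in *35S::acdS*, and 237 and 181 in *rolD::acdS* roots (limma). These are descriptions and not calls. Every library lay above the control for 936 genes and below for 1063 in *P. migulae* 8R6-treated roots, 1663 and 2127 in *35S::acdS*, and 1436 and 1814 in *rolD::acdS*. That is 4.16%, 7.88% and 6.76% of the tested genes, where 10% would be met by chance if no values were equal. Equal values, frequent among whole numbers, count as overlap and lower that share. Of the genes that the paper lists, 27 higher and 18 lower could be tested in *P. migulae* 8R6-treated, 100 and 138 in *35S::acdS*, and 103 and 28 in *rolD::acdS* roots, among them Csa20g010010 (ERF106) in *P. migulae* 8R6-treated, Csa08g040240 (HKT1) in *35S::acdS* and Csa03g046520 (RAP2.6) in *rolD::acdS*.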

Delivery of acdS via PGPB (*P. migulae* 8R6) mostly affected ethylene and ABA-dependent signaling in positive way, while expression of *acdS* in transgenic lines affected auxin, JA and brassinosteroid signaling and/or biosynthesis more so. 

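Brassinosteroid genes in *35S::acdS* roots were Csa08g018500, an FAD-dependent oxidoreductase, at 3, 2 and 2 CPM against 1, 0 and 0 CPM in the control libraries, and the cytochrome P450 gene Csa03g062610 at 5 ± 0 against 9 ± 0 CPM in the control (SD, n = 3). Their log2 fold changes were 1.96 and -0.79 (adjusted p = 0.556 and 0.457 from limma). Of these 2 genes, 1 rose and 0 fell in *35S::acdS* when adjusted over the list alone, and 0 and 0 rose in *rolD::acdS* and *P. migulae* 8R6-treated roots (0 and 0 at an unadjusted p under 0.05). Csa03g062610 was lower in *35S::acdS* but missed the fold limit at -0.79 (adjusted p = 0.00588 from limma, adjusted over the list alone). The list is the study's and not independent evidence.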

Though not a photosynthetic tissue, reduction of ethylene in roots had a positive effect on the expression of genes involved in photosynthesis. The expression of the genes involved in minor carbohydrate metabolism was up-regulated during salt stress, mainly in roots of lines expressing *acdS*. Expression of *acdS* also affected the expression of genes involved in modulating the level of ROS in cells, presumably to prevent cellular damage while permitting ROS-dependent signal transduction pathways to function. Some genome partitioning was observed in camelina as in both *acdS* transgenic lines the number of homeologs of differentially expressed genes assigned to genome III was greater than the other two genomes and in a few cases homeologous genes were regulated oppositely.

## Author Contributions

ZH conducted the research and prepared the manuscript. BG provided the PGPB and *acdS* gene, contributed to experiment design and data analysis. MG and DH are the principal investigators, conceptualized the research, organized funding, supervision of research, and wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Gene Expression Patterns in Roots of Camelina sativa With Enhanced Salinity Tolerance Arising From Inoculation of Soil With Plant Growth Promoting Bacteria Producing 1-Aminocyclopropane-1-Carboxylate Deaminase or Expression the Corresponding acdS Gene
**Source:** Front Microbiol. 2018 Jun 27;9:1297. doi: 10.3389/fmicb.2018.01297
**Supplement:** Supplementary file 2

## Slide 1

Supplementary Figure 2. Gene expression patterns in C. sativa lines expressing acdS
under the control of the root-specific rolD promoter or the constitutive CaMV 35S
promoter or treated with P. migulae 8R6 in the presence of salt. Heat maps are
superimposed on gene ontology descriptions as generated in MAPMAN.

## Slide 2

8R6-PGPB

## Slide 3

35S::acdS

## Slide 4

rolD::acdS

## Slide 5

8R6-PGPB

## Slide 6

35S::acdS

## Slide 7

rolD::acdS

## Slide 8

8R6-PGPB

## Slide 9

35S::acdS

## Slide 10

rolD::acdS

How the deposited data were processed for this re-analysis (not part of the article)

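Root RNA of camelina was sequenced from 4 groups of 3 biological replicates, the DH55 control, DH55 plants treated with *P. migulae* 8R6, the *35S::acdS* line and the *rolD::acdS* line, all under salt. No library from plants without salt was used here, and no group received both the bacterium and the transgene. The authors trimmed the reads with Trimmomatic, aligned them with STAR to the camelina reference release 100 and NCBI transcripts, counted reads per gene, and divided by the library size to give CPM, with DESeq for further normalization and edgeR for their own tests. Versions of these tools are not stated. The deposited score values are read here as CPM made by the authors in these steps. Every value in the matrix is a whole number (100%), although CPM values are not whole numbers by construction, so rounding before they were deposited is inferred, which the paper does not state, and the values are not taken as read counts. The sheet name gives the unit as CPM.

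The depth of the libraries is unknown, because CPM carry no read totals. Below a mean of 2 CPM the median standard error of a log2 fold change was 0.361 over 4039 genes, between 20 and 50 CPM it was 0.132 over 8024 genes, and above 100 CPM it was 0.170 over 1007 genes. How much of this comes from the steps of 1 CPM was not separated from the spread of the replicates. The matrix held 49932 genes, of which 1453 were at 0 in every library and a further 380 did not reach 1 CPM in 3 libraries. The other 48099 genes were tested. Of all genes, 49297 lie on chromosomes, read from the digits after Csa in the gene identifier, and 635 on scaffolds.

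From the deposited values, log2(CPM + 0.5) was computed and fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend in the prior variance). All 12 libraries entered 1 fit of group means, which gave 8 residual and 2.59 prior degrees of freedom. Each treatment was compared with the control in 3 comparisons, and the treatments with each other in 3 more. The p-values were adjusted by Benjamini-Hochberg over the tested genes of each comparison, and a gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change above 0.8, the thresholds of the paper. The paper's edgeR test was not used here, since it needs read counts. Values of 166 genes were equal within each of the 4 groups, so their residual variance was 0 and their tests rest on the prior. The splits of the libraries and the simulations were run in R as well. Counts by list, chromosome and ortholog and the figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

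The rule for naming genes covered those that the paper names by identifier in its text, in the comparison they are named for. To these come, per comparison, up to 10 called genes with the largest absolute log2 fold change whose libraries do not overlap, and called members of the gene lists. The rule also covered *acdS*, which has no row in the matrix. Values in Supplementary Table S2 had been seen when the rule was written. Other genes of Supplementary Table S2 are named as examples outside this rule, and no rule set beforehand governed their choice. In all, 29 lists by function were drawn from Supplementary Table S2, so the study chose their genes on these libraries. They are counted over all tested genes and again with p-values adjusted over the list alone, without a gene set test. The p-values adjusted over a list alone were not corrected for the number of lists. Against the control, at least 1 gene passed in this way in 8, 19 and 20 lists in *P. migulae* 8R6-treated, *35S::acdS* and *rolD::acdS* roots. The lists, the tests, the thresholds and the alternatives were set before the data were examined, except for the alternatives that the closing section names as chosen later.

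The alternatives were pseudocounts of 0.1 and 1, no filter, a filter at a mean of 5 CPM, median-of-ratios size factors, quantile normalization, a fit of only the groups compared, the replicate number as a block, no trend in the prior variance, robust empirical Bayes, no limit on the fold change, and leaving out each library in turn. The fit was tested on simulated data with 200 changed genes in each comparison among 48099, and Fisher's exact test compared the chromosomes. Replicate libraries were treated as independent within groups.

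Of 123 camelina genes that the text names, 112 have a row and 111 were tested. Genes without a row in the matrix were not analysed here. The assignment of genes to the 3 subgenomes was not used here, and neither were measurements of plant growth, photosynthesis and ions, which are not expression values. A second sheet that lists the column names holds no values and was not used here.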

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

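The test with noise within the rounding step was chosen only after the result was seen.

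Tested directly with limma, 2 genes differed between *35S::acdS* and *rolD::acdS* roots, Csa11g007100 and Csa20g039340 (adjusted p = 0.0345 for each). Each was at 1 CPM in 3 of 3 *35S::acdS* libraries and listed at 0 in 3 of 3 *rolD::acdS* libraries. Between *P. migulae* 8R6-treated and *rolD::acdS* roots these genes were again at 1 CPM in 3 of 3 against 0 in 3 of 3 libraries (adjusted p = 0.023 for each), and Csa12g033440 was at 0 in 3 of 3 *P. migulae* 8R6-treated and 2 CPM in 3 of 3 *rolD::acdS* libraries (adjusted p = 0.0347). Csa00485s040 was higher in 3 of 3 *P. migulae* 8R6-treated libraries, by a log2 difference of 1.21 (adjusted p = 0.023). These results stand here because the difference between 2 treatments was itself tested, which the paper does not report, and the paper's text names none of these 4 genes.

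The calls depend on single libraries, and on other settings given under the sensitivity of the results. Those between *35S::acdS* and *rolD::acdS* numbered 0 without any *35S::acdS* library, *rolD::acdS* replicate 2 or control replicate 2 or 3, 5 and 7 without *rolD::acdS* replicates 1 and 3, 3 without control replicate 1, and 10, 4 and 7 without *P. migulae* 8R6 replicates 1, 2 and 3, as all groups share the estimate of the variance. Those between *P. migulae* 8R6-treated and *rolD::acdS* roots numbered 14, 0 and 5 without *P. migulae* 8R6 replicates 1, 2 and 3, 53, 0 and 6 without *rolD::acdS* replicates 1, 2 and 3, 40, 7 and 27 without control replicates 1, 2 and 3, and 3, 4 and 7 without *35S::acdS* replicates 1, 2 and 3, against 4 with all libraries.

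The first pattern weighed is the absence of Csa11g007100 and Csa20g039340 from *rolD::acdS* libraries, which also makes them the 2 genes called lower in *rolD::acdS* than in the control (5 without *rolD::acdS* replicate 1 or 3, 4 without *P. migulae* 8R6 replicate 1 or 3, and 0 without any control library, *rolD::acdS* replicate 2, *P. migulae* 8R6 replicate 2 or *35S::acdS* replicate 2 or 3). A candidate explanation is the rounding of the values to whole numbers, since 1 and 0 CPM are neighbouring steps and equal replicates give a variance of 0. With noise within the rounding step, 0 of 20 draws kept a call against the control, and the median log2 fold change of Csa11g007100 became -1.04, with an adjusted p of at least 0.748 for both genes. Of the 4 calls between *P. migulae* 8R6-treated and *rolD::acdS* roots, Csa00485s040 passed in 20 of 20 draws (log2 difference 1.15 to 1.26), Csa12g033440 in 1 and the other two in 0. A change tied to the *rolD::acdS* line, such as one at the site of the transgene, was not tested and stays open.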

How the results depend on the processing

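The tests with no gene-wise variance, with noise within the rounding step and with an unadjusted p were chosen only after the results were seen, and the others were planned. Unless said otherwise, the cause was not tested. Counts of calls by limma are given, with the count as reported first, and the ranges without single libraries cover all 12, since the groups share the estimate of the variance.

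Genes higher in *P. migulae* 8R6-treated roots than in the control were 0 as reported, 7 with only the 2 groups compared, 361 with no gene-wise variance and 192 with an unadjusted p under 0.05. Genes lower were 0, with 1 at pseudocount 0.1, 17 with only the 2 groups, 2 with no trend, 347 with no gene-wise variance and 198 unadjusted. Without single libraries they lay between 0 and 1 and between 0 and 3, both highs without *P. migulae* 8R6 replicate 1, and the second also without *rolD::acdS* replicate 1.

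Genes higher in *35S::acdS* roots were 0, with 17 with only the 2 groups, 4 with no trend, 621 with no gene-wise variance and 256 unadjusted, and 0 to 5 without single libraries (5 without *P. migulae* 8R6 replicate 1). Genes lower were 0, with 20 with only the 2 groups, 2 with no trend, 413 with no gene-wise variance and 269 unadjusted, and 0 to 1 without single libraries.

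Genes higher in *rolD::acdS* roots were 0, with 8 with only the 2 groups, 2 with no trend, 605 with no gene-wise variance and 237 unadjusted, and 0 to 2 without single libraries (2 without *rolD::acdS* or *P. migulae* 8R6 replicate 1). Genes lower were 2, and 0 with a pseudocount of 1, a mean of at least 5 CPM (which leaves both genes untested), median-of-ratios size factors, the replicate block, robust empirical Bayes or noise within the rounding step. They were 13 with only the 2 groups, 360 with no gene-wise variance and 181 unadjusted, and 0 to 5 without single libraries.

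Genes that differed between *35S::acdS* and *rolD::acdS* roots were 2, and 0 under those same settings. They were 39 with only the 2 groups, 8 with no trend, 852 with no gene-wise variance and 525 unadjusted, and 0 to 10 without single libraries. Between *P. migulae* 8R6-treated and *35S::acdS* roots they were 0, with 3 at pseudocount 0.1, 2 with a mean of at least 5 CPM, 74 with only the 2 groups, 9 with no trend, 2 with robust empirical Bayes, 1624 with no gene-wise variance, 967 unadjusted and 2 with noise within the rounding step. Without single libraries they lay between 0 and 22 (22 without control replicate 3 and 19 without control replicate 1).

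Between *P. migulae* 8R6-treated and *rolD::acdS* roots they were 4, with 15 at pseudocount 0.1, 0 at pseudocount 1, 10 with no filter, 24 with a mean of at least 5 CPM, 11 with median-of-ratios size factors, 15 with quantile normalization, 44 with only the 2 groups, 1 with the replicate block, 9 with no trend, 27 with robust empirical Bayes, 2024 with no gene-wise variance, 1384 unadjusted and 16.5 with noise within the rounding step (median of 20 draws). Without single libraries they lay between 0 and 53.

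Genes called in more than 1 comparison with the control were 0, with 4 with only the 2 groups, 2 with no trend, 524 with no gene-wise variance and 127 unadjusted, and 0 to 1 without single libraries (1 without *P. migulae* 8R6 replicate 1). Of the paper's listed genes, 45, 238 and 131 had the paper's direction in *P. migulae* 8R6-treated, *35S::acdS* and *rolD::acdS* roots. With a mean of at least 5 CPM, which tests fewer genes, the numbers were 26, 158 and 84, and without single libraries they ranged from 45 to 45, 237 to 238 and 131 to 131.

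Listed genes called were 0 in each comparison. In *P. migulae* 8R6-treated roots there were 1 at pseudocount 0.1, 1 with no trend, 44 with no gene-wise variance and 39 unadjusted, in *35S::acdS* 5 with only the 2 groups, 1 with no trend, 216 and 197, and in *rolD::acdS* 2 with only the 2 groups, 2 with no trend, 121 and 106. Without single libraries they were 0 to 0, 0 to 1 and 0 to 1. Ortholog groups with called genes were 0, with 27 and 27 in *P. migulae* 8R6-treated roots with no gene-wise variance and unadjusted, 5, 1, 135 and 127 in *35S::acdS* and 2, 2, 78 and 69 in *rolD::acdS* with only the 2 groups, no trend, no gene-wise variance and unadjusted. They were 0 to 0, 0 to 1 and 0 to 1 without single libraries. The median correlation of libraries within groups was 0.959, and 0.937 at pseudocount 0.1.

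For the genes that the text names, 1392 of 1392 values kept their side of the threshold and 1391 their direction when a library was left out, as Csa10g003280 in *35S::acdS* roots came to 0.00 without *35S::acdS* replicate 3. With all libraries, 1232 of 1238 values kept both under the alternatives set in advance, and the other 6 kept their direction and passed the threshold. None of these results reversed. With no gene-wise variance, 109 of 116 gene and comparison pairs passed. Calls over a list alone often depended on single libraries, as for the jasmonate genes in *rolD::acdS* roots, 11 as reported, 4 without control replicate 2 and 5 without *rolD::acdS* replicate 3.

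Replicate numbers were not taken to pair the libraries, since the deviations of same-number libraries from their group means correlated at -0.144 to 0.399, above 0.1 in only 10 of 18 pairs, although 8 of 12 libraries correlated best with a library of their own number, a hint from the data and not the design. With the replicate block there was 1 call between *P. migulae* 8R6-treated and *rolD::acdS* roots (Csa03g046520, a gene not called without the block, while none of the 4 calls reported for these groups was among the calls with it) and 0 calls in the other comparisons. Size factors moved the median log2 fold change of all genes by at most 0.0097. Tests of read counts with other tools were not run for want of whole reads, nor was the control divided in equal parts, with 3 libraries, or gene set tests, as the functions in Supplementary Table S2 cover only the genes that the paper lists.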

Differences from the paper's values

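The settings with no gene-wise variance and with an unadjusted p were chosen only after the values were seen.

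The paper counts 31 genes higher and 22 lower in *P. migulae* 8R6-treated roots than in the control, and limma at the paper's thresholds gave 0 and 0 here (2604 genes at an unadjusted p under 0.05). For *35S::acdS* roots the paper gives 112 and 147, against 0 and 0 here (3427), and for *rolD::acdS* roots 114 and 32, against 0 and 2 here (3299). Of the alternatives set before the data were examined, 1 closes a gap: with only the 2 groups compared, 17 genes were lower in *P. migulae* 8R6-treated roots, a count within 1.5 times the paper's, but 0 of the paper's listed genes passed in that setting (39 at an unadjusted p under 0.05 by limma with all groups). No other alternative set then closes this gap or one of the other 5. The setting with no gene-wise variance, chosen after seeing the values, called 361 and 347, 621 and 413, and 605 and 360 genes, more than the paper in each case, and it called 44, 216 and 121 of the paper's listed genes, of which 45, 238 and 131 could be tested. With an unadjusted p, also chosen after seeing the values, 39, 197 and 106 of these passed. The paper set the biological coefficient of variation in edgeR to 2, whereas limma here estimated a variance for each gene. How far this sets the counts apart was not tested. For selected genes the paper also reports droplet digital PCR, with profiles it calls highly similar to the sequencing, which was not examined here.

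In log2 fold changes, 108 pairs of gene and comparison were set beside Supplementary Table S2, and 8 differed by more than the replicate SD. A further 8 pairs with a group at 0 were not compared. In *35S::acdS* roots the paper's value for Csa01g002460 is -1.39 and the value here -1.22, and no alternative set before the data were examined closes the gap, but its whole-number replicates are equal (1 ± 0 and 3 ± 0 CPM, SD, n = 3), so that the SD is 0 and any difference exceeds it. For Csa10g003280 it is 2.17 in the paper and 0.62 here, again closed by none of them. Csa06g029390 has 1.45 in the paper and 0.65 here, closed without *35S::acdS* replicate 1 and by no other of them, and Csa07g019240 has -1.29 in the paper and -0.82 here, closed without control replicate 2 and by no other. For Csa11g023970 the paper gives 1.38, against 0.90 here, closed with a pseudocount of 0.1 alone.

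Csa17g080380 has 3.44 in the paper and 2.23 here in *35S::acdS* roots, closed with a pseudocount of 0.1 and without *35S::acdS* replicate 3. In *rolD::acdS* roots the paper gives 2.48 for Csa17g080380, against 1.46 here, closed with a pseudocount of 0.1 and without control replicate 1, control replicate 2 or *rolD::acdS* replicate 2. For *P. migulae* 8R6-treated roots the paper gives 1.70 for Csa10g045180, against 1.22 here, closed with a pseudocount of 0.1 and without control replicate 3 or *P. migulae* 8R6 replicate 1. The other alternatives set before the data were examined leave these 3 gaps open.

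Single genes that the paper's text names passed under alternatives set before the data were examined. With only the 2 groups compared, Csa01g002460, Csa02g073920, Csa11g065760 and Csa20g026050 passed in *35S::acdS* roots. With no trend in the prior variance, Csa05g006780 passed in *35S::acdS* and Csa11g025000 in *rolD::acdS* roots. In each of these genes a group had the same whole number in all its libraries, which leaves little or no variance. These passes were not tested with noise within the rounding step.

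The paper calls Csa10g045180 phytoalexin-deficient 3, while Supplementary Table S2 annotates it as an RmlC-like cupin. It names Csa01g002460, Csa15g002540 and Csa19g004960 as AKT1 channels, while the table annotates them as the stelar outward rectifier. It states that none of the jasmonate genes were affected in *35S::acdS* roots, while Supplementary Table S2 lists Csa16g040840 for *35S::acdS*, which has a log2 fold change of 1.20 here (adjusted p = 0.597). It states that tryptophan synthesis genes were not affected in *P. migulae* 8R6-treated roots, while it also lists Csa20g007990, anthranilate synthase, for those roots, at a log2 fold change of 0.95 here (adjusted p = 0.874).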

Other observations

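The tests of opposite shifts from the control and of the replicate number were chosen only after the results were seen.

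The paper gives no direct test between *P. migulae* 8R6-treated and *rolD::acdS* roots. Low-oxygen-responsive genes, among them those for pyruvate decarboxylase in fermentation and for plant cysteine oxidase in oxygen sensing, were higher in *P. migulae* 8R6-treated than in *rolD::acdS* roots in all 7 of 7 genes, with a median log2 difference of 1.71, and all 7 passed when adjusted over the list alone, with any 1 library left out and under both other scalings. For example, Csa01g002130 averaged 38.7 ± 6.43 CPM in *P. migulae* 8R6-treated roots (SD, n = 3), a log2 difference of 1.88 to *rolD::acdS*, and Csa15g002200 55 ± 1.73 CPM, a difference of 1.87. Over all genes 0 of the 7 passed by limma (7 at an unadjusted p under 0.05, smallest adjusted p = 0.151), and the list, which the study chose on these libraries for being lower in *rolD::acdS*, is not independent evidence. Between *35S::acdS* and *rolD::acdS* roots 0 passed (1 at an unadjusted p under 0.05), and between *P. migulae* 8R6-treated and *35S::acdS* roots 0 (2).

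Of 6 calcium signalling genes, 5 were higher in *P. migulae* 8R6-treated than in *rolD::acdS* roots when adjusted over the list alone, and 0 without any control library, *P. migulae* 8R6 replicate 2 or 3, *35S::acdS* replicate 3 or *rolD::acdS* replicate 2 or 3, on a list that is not independent evidence. One of them, Csa07g063770, a vacuolar calcium-binding protein, averaged 485 ± 197 CPM in *P. migulae* 8R6-treated and 255 ± 110 CPM in *rolD::acdS* roots (SD, n = 3), a log2 difference of 0.94. It was chosen as an example after its values were seen, as were the genes named below. Against the control, 0 of the 6 passed in each treatment by limma (1, 2 and 0 higher at an unadjusted p under 0.05 in *P. migulae* 8R6-treated, *35S::acdS* and *rolD::acdS* roots).

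All 3 Casparian strip membrane-like genes fell in *35S::acdS* roots when adjusted over the list alone (2 without *35S::acdS* replicate 1), and 1 fell in *rolD::acdS* (0 without control replicate 1 or 2 or *rolD::acdS* replicate 2 or 3, 2 without control replicate 3 and 3 without *rolD::acdS* replicate 1). Csa11g025830 averaged 12.3 ± 4.04 CPM in *35S::acdS* and 26.3 ± 4.62 CPM in control roots (SD, n = 3), a log2 fold change of -1.10 (adjusted p = 0.470), with 3 of 3 libraries below the control. Of 11 lipid-transfer and bifunctional inhibitor genes, 4 fell and 1 rose in *35S::acdS* by the same test (1 fell without *35S::acdS* replicate 1, and 0 rose without control replicate 2 or *35S::acdS* replicate 1 or 3). Both lists come from the study and are not independent evidence.

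The 3 stress up-regulated Nod 19-like genes rose in both *35S::acdS* and *rolD::acdS* roots when adjusted over the list alone, also without any 1 library, and 1 rose in *P. migulae* 8R6-treated roots (0 with median-of-ratios size factors and without any 1 library other than *P. migulae* 8R6 replicate 1). Tested directly, 2 were lower in *P. migulae* 8R6-treated roots than in each line. Csa18g035240 had a log2 difference of -2.78 to *35S::acdS* (adjusted p = 0.0899) and of -2.26 to *rolD::acdS*. This list, too, is the study's and not independent evidence.

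The second pattern weighed is that more genes had an unadjusted p under 0.05 between *P. migulae* 8R6-treated and *rolD::acdS* roots, 6232, than between any treatment and the control, at most 3427. No single library accounts for all of it, since the ratio of these counts stayed at 1.16 or above. It was lowest without *rolD::acdS* replicate 3, with 3995 genes against at most 3431 from the control. Much of the excess thus depends on *rolD::acdS* replicate 3. Without *rolD::acdS* replicate 2 the first count was 4492. With median-of-ratios size factors or quantile normalization the ratio was at least 1.82. The size factors lay between 0.992 and 1.018, so these scalings changed the values little, and the result covers only them. Shifts from the control in opposite directions remain open, as 10 of 50 simulated covariances of unchanged groups with shared controls lay at or below the observed one. The draws could place 1 library in more than 1 group, so this simulation cannot decide the question. Which property of the bacterium or of the transgene would set these groups apart was not tested.

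The third pattern is that libraries with the same replicate number deviated together from their group means, with a mean correlation of 0.110 and an exact one-sided permutation p of 0.0278 over 216 assignments of the numbers. This may point to a condition shared by libraries of 1 number, such as a day of harvest or a position in the growth chamber, which neither the labels nor the paper give. The jasmonate and bHLH lists were lowest, and the salicylic acid-associated defence list highest, in replicate 2 of all 4 groups. By chance, 1.07 of 29 lists would be lowest in the same number of all 4 groups, and as many highest. The 2 lowest lists and the 1 highest list are thus close to chance. No biological explanation was tested, and the numbers are not a block in the reported fit.

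Each comparison of 3 against 3 libraries has 10 splits, too few for a share under 0.05. Calls were as many as in the real split in 10 splits for *P. migulae* 8R6-treated roots against the control (0, highest other 4), 10 for *35S::acdS* (0, highest other 7), 3 for *rolD::acdS* (2, highest other 4), 3 for *35S::acdS* against *rolD::acdS* (2, highest other 3), 10 for *P. migulae* 8R6-treated against *35S::acdS* (0, highest other 5) and 2 for *P. migulae* 8R6-treated against *rolD::acdS* (4, highest other 5). For genes at an unadjusted p under 0.05 the splits numbered 5 (2604, highest other 5794), 2 (3427, highest other 4282), 3 (3299, highest other 4909), 3 (3620, highest other 5540), 2 (5796, highest other 8181) and 2 (6232, highest other 7071). The highest other split for *P. migulae* 8R6-treated roots put *P. migulae* 8R6 replicate 1 with control replicates 1 and 3, and gave over 2 times the real count. Whether this reflects a structure of the samples other than the treatment was not tested. The count of 2604 was 1464 without control replicate 1 and 5643 without *P. migulae* 8R6 replicate 1, and that of 3299 was 6074 without *rolD::acdS* replicate 1 and 1598 without *rolD::acdS* replicate 3. The count of 3427 was 2258 without *35S::acdS* replicate 1, and that of 3620 was 5621 without *rolD::acdS* replicate 1 and 2395 without *rolD::acdS* replicate 2.

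Fold changes against a shared control move together even in unchanged groups. The correlation of log2 fold changes was 0.252 for *P. migulae* 8R6-treated and *35S::acdS* roots (simulated median 0.466 in 50 draws), 0.1003 for *P. migulae* 8R6-treated and *rolD::acdS* (0.512) and 0.532 for *35S::acdS* and *rolD::acdS* (0.477). The simulated values ranged from -0.686 to 0.896, from -0.357 to 0.864 and from -0.522 to 1.000, so each observed correlation lay within them. Part of any overlap comes from the control libraries.

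On simulated data of the same size, the fit called 69.1%, 72.1% and 58.8% of genes with a true log2 change of 1 in the comparisons of *P. migulae* 8R6-treated, *35S::acdS* and *rolD::acdS* roots, and 93.9%, 97.0% and 95.5% of those with a change of 2, with 13, 11 and 7 false calls among 47899 unchanged genes. With no gene-wise variance, 842, 787 and 796 unchanged genes were called. The changed genes were drawn only from those with a mean of about 5 CPM or more. The noise was independent between libraries and followed the moderated variances of the fit. These shares therefore do not hold for genes at lower values, or for libraries that deviate together, and may be too high for the real data.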
